# The BMP antagonist gremlin 1 contributes to the development of cortical excitatory neurons, motor balance and fear responses

**DOI:** 10.1242/dev.195883

**Published:** 2021-07-12

**Authors:** Mari Ichinose, Nobumi Suzuki, Tongtong Wang, Hiroki Kobayashi, Laura Vrbanac, Jia Q. Ng, Josephine A. Wright, Tamsin R. M. Lannagan, Krystyna A. Gieniec, Martin Lewis, Ryota Ando, Atsushi Enomoto, Simon Koblar, Paul Thomas, Daniel L. Worthley, Susan L. Woods

**Keywords:** Grem1, BMP, Cortical development, Excitatory neuron, Mouse

## Abstract

Bone morphogenetic protein (BMP) signaling is required for early forebrain development and cortical formation. How the endogenous modulators of BMP signaling regulate the structural and functional maturation of the developing brain remains unclear. Here, we show that expression of the BMP antagonist *Grem1* marks committed layer V and VI glutamatergic neurons in the embryonic mouse brain. Lineage tracing of *Grem1*-expressing cells in the embryonic brain was examined by administration of tamoxifen to pregnant *Grem1creERT*; *Rosa26LSLTdtomato* mice at 13.5 days post coitum (dpc), followed by collection of embryos later in gestation. In addition, at 14.5 dpc, bulk mRNA-seq analysis of differentially expressed transcripts between FACS-sorted *Grem1*-positive and -negative cells was performed. We also generated *Emx1-cre*-mediated *Grem1* conditional knockout mice (*Emx1-Cre;Grem1^flox/flox^*) in which the *Grem1* gene was deleted specifically in the dorsal telencephalon. *Grem1^Emx1cKO^* animals had reduced cortical thickness, especially layers V and VI, and impaired motor balance and fear sensitivity compared with littermate controls. This study has revealed new roles for Grem1 in the structural and functional maturation of the developing cortex.

## Abstract (precis)

**Summary:** The BMP antagonist *Grem1* is expressed by committed deep-layer glutamatergic neurons in the embryonic mouse cortex. *Grem1* conditional knockout mice display cortical and behavioral abnormalities.

## INTRODUCTION

During development of the nervous system, bone morphogenetic protein (BMP) signaling has important roles in the promotion of dorsal identity, and the regulation of cell proliferation and differentiation. Yet BMP function in the maturation of neurons *in vivo* is poorly understood. Misregulation of BMP signaling has been suggested to contribute to human neurodevelopmental conditions such as autism spectrum disorders (Yamasaki et al., 2015; Chen et al., 2017); however, a detailed understanding of the exact role for BMP signaling in these disorders is lacking, in line with our imperfect knowledge of the regulation of the BMP pathway in normal brain development.

The BMP ligands (BMP2/4/5/6/7) bind to type I (BmprIA, BmprIB, Acvr1) and type II (BmprII, ActrIIA, and ActrIIB) receptors. BMP ligands are expressed broadly in the telencephalon during early gestation in mice and then become more tightly localized to the choroid plexus at 13.5 days post coitum (dpc) (Furuta et al., 1997). BMPs have also been derived from the mesenchyme of the brain, such as meninges and endothelial cells (Imura et al., 2008; Choe and Pleasure, 2018). Both type I and II BMP receptors are expressed in the telencephalon during development, but this is restricted in adulthood to BmprII in the cortex and hippocampus and ActrIIA/IIB in the dentate gyrus (Söderström et al., 1996). Aside from this spatiotemporal regulation of receptors, the BMP signaling pathway is also regulated by a family of secreted extracellular antagonists that directly bind to the BMP ligands to prevent interactions with BMP receptors both in development and disease (Ali and Brazil, 2014). Antagonists such as gremlin 1 (Grem1), noggin (Nog) and chordin (Chrd) have been shown to inhibit BMP action in a range of different cell types and developmental stage-specific contexts to provide exquisite spatiotemporal regulation of the pathway. The roles of Nog and Chrd have been partially elucidated: they are required for forebrain development (Bachiller et al., 2000), as well as to create a niche for adult hippocampal neurogenesis (Lim et al., 2000; Sun et al., 2007). The expression and function of Grem1 in the developing brain has not yet been determined. Grem1 is an extracellular secreted antagonist of BMP2/4/7 that signals to intestinal stem cells in the gut (Worthley et al., 2015) and plays a crucial role in *Xenopus* dorsalization (Hsu et al., 1998) and limb and kidney formation (Khokha et al., 2003). Likewise the role of Grem1 in the normal adult CNS is unmapped territory to date, outside of previous work in the pathogenic state of glioma (Yan et al., 2014; Guan et al., 2017; Fu et al., 2018).

BMP signaling has been implicated in the regulation of forebrain patterning during early embryogenesis, working together with other signaling pathways such as fibroblast growth factor (FGF), Wnt and Notch. High levels of BMP activity suppress anterior neural development, whereas abrogation of BMP signaling can promote neural specification (Wilson and Houart, 2004; Lamb et al., 1993; Bachiller et al., 2000). *In vitro* the addition of BMP2 and 4 to mouse neural stem cell cultures represses cell proliferation (Mathieu et al., 2008). BMP ligands regulate neuronal differentiation as well as determination of glial cell fate, by promoting astrocyte differentiation at the expense of oligodendrocytic fates (Mathieu et al., 2008; Yun et al., 2004; Sun and Xu, 2010; Gomes et al., 2003).

Radial glial cells (RGCs) begin to divide asymmetrically to start producing neurons at around 11.5 dpc in mice. RGC daughter cells detach from the ventricle and form the first neuronal layer of the preplate by 13.5 dpc (Haubensak et al., 2004). Subsequently born neurons migrate along RGCs and start to form the cortical plate, separating the preplate into Cajal-Retzius cells in the marginal zone and subplate neurons (Nichols and Olson, 2010; Marin-Padilla, 1978). The neocortex develops in an inside-out manner, with deep layers emerging first and superficial layers last. These neurons differentiate into glutamatergic pyramidal neurons, whereas inhibitory interneurons are born in the subcortical ganglionic eminences. Deep-layer pyramidal neurons (DLPNs, layer V and VI) have both intratelenchephalic projections to superficial cortical layers and extracortical projections to other brain regions (Saiki et al., 2017). Multiple molecular mechanisms regulate this corticogenesis (Kowalczyk et al., 2009; Franco et al., 2012; Chen et al., 2005); however, the role of BMP signaling in cortical layer formation and functional maturation of neurons has only been reported in limited studies so far. *In utero* electroporation of BMP7 to murine 14.5 dpc cortical ventricular cells impaired neuronal migration, suggesting that BMP signaling regulates neuronal positioning and migration (Choe and Pleasure, 2018). BMPs also regulate dendritogenesis and neurite growth *in vitro* (Lee-Hoeflich et al., 2004; Matsuura et al., 2007). This is consistent with a recent study that suggests perturbation of BMP signaling by delivery of a dominant-negative version of BMP IB receptor affects migration, polarity and dendritogenesis of mouse cortical neurons *in vivo* (Saxena et al., 2018).

To further establish the role of BMP signaling in forebrain development and neuronal function, we focus here on the expression and function of the BMP antagonist Grem1 in the developing mouse brain. We first assessed *Grem1* expression using transgenic *Grem1* reporter mice in the dorsal telencephalon and developing neocortex. Next, to investigate the role of *Grem1* in the developing brain, we used transcriptomic analyses of sorted mouse *Grem1*-expressing cells and single cell RNA-sequence (scRNA-seq) data, combined with mouse neural stem/progenitor cell (NSPC) culture *ex vivo*. Lastly, to examine the functional contribution of Grem1 to cortical development, we conditionally deleted *Grem1* in the dorsal telencephalon and undertook behavioral testing of mutant animals and littermate controls.

## RESULTS

### *Grem1*-expressing cells are located in the dorsal telencephalon and give rise to deep-layer neocortical neurons

*Grem1* RNA was first detected by *in situ* hybridization (ISH) in the mouse dorsal telencephalon at 13.5 dpc and expression was maintained through embryonic development until 20.5 dpc (Fig. S1A). To further assess *Grem1* expression in the embryonic mouse brain, we used transgenic *Grem1creERT; Rosa26LSLTdtomato* reporter mice, in which tamoxifen treatment results in expression of TdTomato in cells in which the *Grem1* enhancer and promoter sequences are active, and the progeny of those cells (Worthley et al., 2015). Pregnant *Grem1creERT; Rosa26LSLTdtomato* mice were administered tamoxifen at 11.5 dpc, the time point at which RGCs begin dividing in the developing cortex, and embryonic brains were collected 24 h later. Consistent with our *Grem1* ISH analysis, no TdTomato^+^ cells were observed, confirming that *Grem1* is not yet expressed in the brain at this early time-point (Fig. S1B). Next, we administered tamoxifen to pregnant dams at 13.5 dpc when *Grem1* is first expressed, and collected embryonic brains at 14.5, 17.5 and 20.5 dpc (Fig. 1A,B). From this time point we observed cells expressing TdTomato 24 h after tamoxifen administration located in the lower cortical plate and subplate of the dorsal telencephalon, with dendrites extending to the pia mater (Fig. 1B,C). ISH confirmed that *Grem1* RNA was detected in almost all TdTomato^+^ cells at 14.5 dpc, confirming that the reporter line recapitulates endogenous Grem1 expression (Fig. 1D,E). Six days later at 20.5 dpc, almost all layer V TdTomato^+^ cells still expressed *Grem1* RNA, whereas a significantly lower percentage of TdTomato^+^ layer VI neurons continued to express *Grem1* RNA (Fig. 1D,E). Further co-staining of TdTomato^+^ cells with cell type- and layer-specific markers showed that, at 20.5 dpc, the TdTomato^+^ cells have become Ctip2^+^ (Bcl11b^+^) layer V pyramidal neurons with dendrites extending to the pia mater and layer VI neurons (Fig. 1I; Fig. S1C). TdTomato^+^ cells did not express the layer II-IV marker, CDP (Cux1) (Fig. S1C). *Grem1* mRNA levels dramatically decreased after birth as determined by qRT-PCR analysis of total RNA isolated from mouse brain cortex at birth, postnatal day (P) 10 and 4 weeks post-birth (Fig. S1D).

**Fig. 1.**
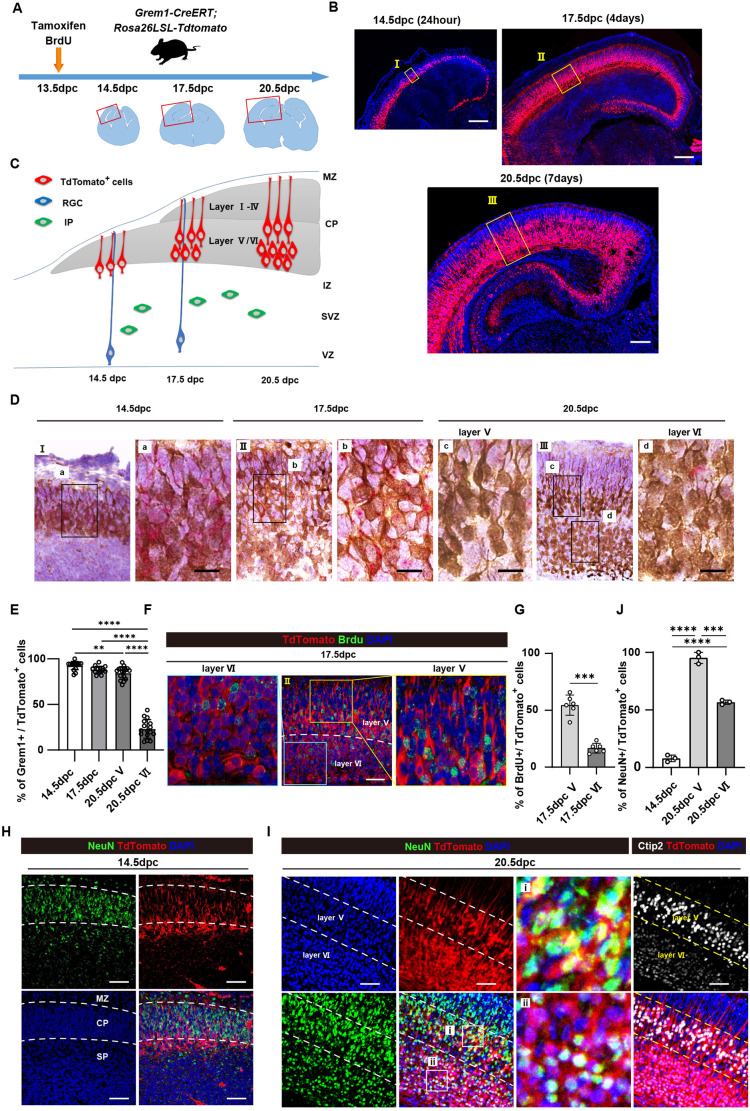
***Grem1*-expressing cells give rise to cortical neurons in the developing mouse brain.** (A) Schematic showing tamoxifen and BrdU administration to *Grem1creERT; Rosa26LSLTdTomato* (*Grem1*-reporter) mice. (B) Representative images of TdTomato^+^ (red) cells in the telencephalon shown with red boxes in A, at 14.5 dpc (24 h post-induction), 17.5 dpc (3 days post-induction) and 20.5 dpc (6 days post-induction) in *Grem1*-reporter mice treated with tamoxifen at 13.5 dpc, and DAPI staining (blue). (C) Schematic showing Tdtomato traces cells differentiating to layer V and VI neurons. (D) Representative images of immunohistochemical staining of boxed region from B to visualize TdTomato^+^ cells (red) and *Grem1* mRNA by ISH (green) at 14.5 dpc (I, 24 h post-induction), 17.5 dpc (II, 3 days post-induction) and 20.5 dpc (III, 6 days post-induction) in *Grem1*-reporter mice treated with tamoxifen at 13.5 dpc, and DAPI staining (blue). The boxed areas were further magnified in adjacent panels. (E) Quantification of D showing the percentage of TdTomato^+^ cells that were also *Grem1* RNA^+^ in four high-power fields (HPFs) of four biological replicates. One way ANOVA with Tukey's multiple test. (F) Representative images of immunofluorescence staining of 17.5 dpc telencephalon from *Grem1*-reporter (red) mice induced with tamoxifen at 13.5 dpc: BrdU, green; DAPI, blue. (G) Quantification of F showing the percentage of TdTomato^+^ cells that were also BrdU^+^ – two HPFs of three biological replicates, two-tailed, unpaired *t*-test. (H) Representative images of immunofluorescence staining of 14.5 neocortex from *Grem1*-reporter (red) mice induced with tamoxifen at 13.5 dpc: NeuN, green; DAPI, blue. MZ, marginal zone; CP, cortical plate; SP, subplate. (I) Representative images of immunofluorescence staining of 20.5 dpc neocortex from *Grem1*-reporter (red) mice induced with tamoxifen at 13.5 dpc: NeuN, green; DAPI, blue; Ctip2, white. Layer V and VI recognized with Ctip2 are boxed in (i) and (ii), respectively. (J) Quantification of H showing the percentage of TdTomato^+^ cells that were also NeuN^+^ in three HPF from three biological replicates. One way ANOVA with Tukey's multiple test. **P<0.01, ***P<0.001, ****P<0.0001. Data are mean±s.d. Scale bars: 200 µm (B); 20 µm (D); 50 µm (F,H,I).

To investigate when cells that become *Grem1^+^* are born during mouse cortical development, we administered the thymidine analogue bromodeoxyuridine (BrdU) concomitantly with tamoxifen to pregnant *Grem1creERT; Rosa26LSLTdtomato* dams at 13.5 dpc when it will be incorporated into dividing RGCs and intermediate progenitor cells (IPs) (Fig. 1A). We found that 55% of TdTomato^+^ layer V pyramidal neurons cells were labelled with BrdU at 17.5 dpc (Fig. 1F,G), demonstrating that these cells are derived from progenitors at embryonic day (E)13.5, with *Grem1* then expressed in committed layer V/VI neurons migrating over the following 3 days towards the cortical plate. Fewer TdTomato^+^ cells (17%) in layer VI were BrdU^+^ (Fig. 1F,G), consistent with layer VI neurons starting to be born before E13.5. At 14.5 dpc, TdTomato^+^ cells were also Ki67^−^ (Mki67^−^), suggesting that they were non-proliferative (Fig. S1E). We subsequently assessed whether TdTomato^+^ cells express a marker of post-mitotic mature neurons, NeuN (Rbfox3), by immunohistochemistry (IHC). At 14.5 dpc most TdTomato^+^ cells were NeuN^−^ and were located in the subplate, and lower NeuN^+^ cortical plate (Fig. 1H). In contrast, later in gestation at 20.5 dpc almost all TdTomato^+^ cells in Ctip2-strongly-positive layer V neurons and approximately half of Ctip2-weakly-positive layer VI neurons expressed NeuN (Fig. 1I,J). Together, these data suggest that *Grem1* starts being expressed by postmitotic cortical neurons destined for deep layers at E13.5 (Fig. 1C).

### Global transcriptomic analysis defines transcript modules enriched in *Grem1*-expressing cells

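Embryos of the *Grem1creERT; Rosa26LSLTdtomato* reporter line carry a tamoxifen-inducible Cre recombinase driven by *Grem1* and a TdTomato reporter, so that cells in which Cre was active when tamoxifen was given, and the progeny of those cells, become red. Tamoxifen was given at 13.5 dpc and the cells were collected at 14.5 dpc. The dissociated cells were flow sorted into live TdTomato+ and TdTomato- populations, and polyadenylated RNA of each population was sequenced. There were 5 libraries of each population, numbered by mouse from 2 to 6, with a TdTomato+ and a TdTomato- library for each number. The authors trimmed the reads, aligned them to the GRCm38 mouse genome with at most 1 mismatch, kept uniquely mapped reads, and deposited the number of reads counted on each gene without normalization. The methods of the paper and the sample descriptions differ in the library kit, the amount of RNA, the sequencer and the read length, and the descriptions name the brain as the tissue where the methods name the dissected dorsal telencephalon. The methods name the Nugen Universal Plus kit, 500 ng of RNA and 75 bp reads on a NextSeq 500, whereas the descriptions name a stranded BIOO kit, 1 µg of RNA and 100 bp reads on a HiSeq. Which applies was not settled here, and the values rest on the counts as deposited.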

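The total count per library ranged from 23542791 to 27286180 in TdTomato- libraries (median 23879648) and from 23429034 to 24545138 in TdTomato+ libraries (median 23951001), so the depth of both populations was similar. The deposited table holds 14300 genes, each with a CPM, the count scaled to the size of its library, of more than 0.5 in at least 5 libraries, and the minimum-count filter of edgeR removed none of them. Counts were scaled by TMM normalization, whose factors were 1.06 to 1.07 in TdTomato- and 0.93 to 0.95 in TdTomato+ libraries. The populations were compared with the quasi-likelihood F-test of edgeR with the mouse as a block, and p-values were adjusted over all 14300 genes by the Benjamini-Hochberg method. A log2 fold change compares TdTomato+ with TdTomato- cells, and its standard error is its size divided by the square root of F. DEGs were genes with an adjusted p of 0.05 or less and an absolute log2 fold change of at least 2, as in the paper. Levels are in CPM as mean±s.d. over 5 mice. No pair of libraries of one population had identical counts, and the chi-square per degree of freedom between such pairs was 4.46 to 32.04, above sampling noise, so all 10 libraries were used. A change in the same direction in all 5 mice has an exact two-sided sign-flip p of 0.0625, the smallest that 5 pairs allow, so single genes were called from the edgeR model.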

To further characterize *Grem1* expressing cells in the developing mouse brain, we undertook mRNA-seq analysis on TdTomato^+^ and TdTomato^−^ cells from the telencephalon. Pregnant *Grem1creERT; Rosa26LSLTdtomato* mice were administered tamoxifen at 13.5 dpc and embryonic brains were collected at 14.5 dpc. At this time point almost all TdTomato^+^ cells expressed endogenous *Grem1* RNA (Fig. 1D,E). Dissociated brain cells were flow sorted and live TdTomato^+^ and TdTomato^−^ cells were collected for transcriptomic analysis. TdTomato^+^ cells accounted for 5.1±2.1% of all live cells (*n*=5; mean±s.d.) (Fig. 2A). 

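The test called 1850 DEGs, 457 higher and 1393 lower in TdTomato+ cells. Without the fold change threshold, 11056 of the 14300 genes had an adjusted p of 0.05 or less, 5424 higher and 5632 lower. The setting that moved the number of DEGs most was the TREAT test of edgeR, which tests the fold change against 2 on the log2 scale in place of applying it as a threshold, and it called 1350. *Grem1* (ENSMUSG00000074934) lies on chromosome 2 from 113746164 to 113758646 on the minus strand of GRCm38. It was at 63.3±3.10 CPM in TdTomato+ and 6.11±0.731 CPM in TdTomato- cells, a log2 fold change of 3.37 (s.e. 0.07, adjusted p = 1.8e-09, edgeR), and ranked 70th of all genes by p. The TdTomato- libraries held 128 to 201 counts of *Grem1*, so its transcripts were detected in both populations. The genes *Id1*, *Id3* and *Id4* encode inhibitors of DNA binding that are transcribed in response to BMP. *Id1* (chromosome 2 from 152736251 to 152737410 on the plus strand) had a log2 fold change of −3.06 (s.e. 0.13, adjusted p = 5.7e-08), from 7.62±2.05 CPM in TdTomato- to 0.906±0.235 CPM in TdTomato+ cells. *Id3* (chromosome 4 from 136143497 to 136145755 on the plus strand) fell by 4.31 on the log2 scale (s.e. 0.28, adjusted p = 8.0e-07) to 0.392±0.171 CPM, which was 5 to 13 counts per TdTomato+ library, and its spread between mice was the widest of these genes. *Id4* (chromosome 13 from 48261228 to 48266026 on the plus strand) was the most abundant of them, at 158±33.0 CPM in TdTomato- and 14.2±2.64 CPM in TdTomato+ cells, with a log2 fold change of −3.46 (s.e. 0.12, adjusted p = 1.8e-08). All 5 mice had the same direction for each of these genes. With each mouse left out in turn, the log2 fold change was 3.32 to 3.44 for *Grem1*, −3.12 to −3.01 for *Id1*, −4.67 to −4.07 for *Id3* and −3.57 to −3.35 for *Id4*.

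**Figure D1:**
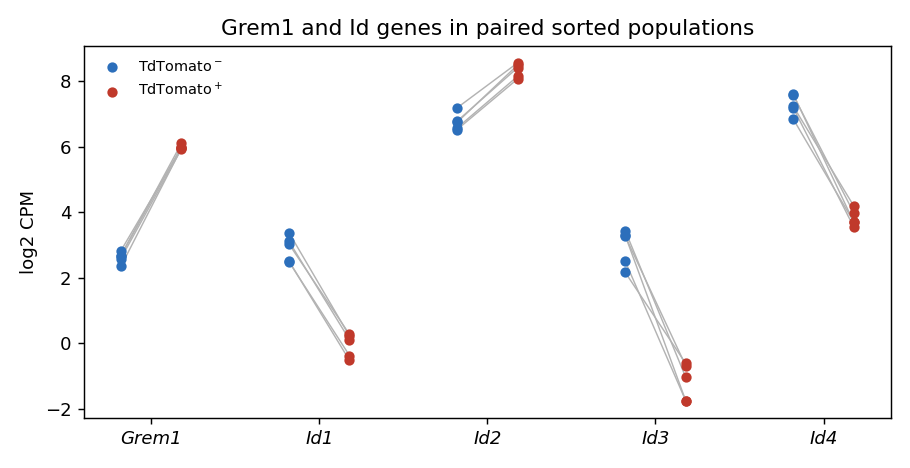
Expression of *Grem1* and the *Id* genes as log2 CPM (prior count 2) in the TdTomato- (blue) and TdTomato+ (red) library of each of 5 mice, with a grey line joining the libraries of a mouse. *Grem1* and *Id2* are higher and *Id1*, *Id3* and *Id4* lower in the TdTomato+ library of all 5 mice.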

Bulk mRNA sequencing of TdTomato^+^ and TdTomato^−^ populations and analysis of 1845 differentially expressed genes (DEG) between the two cell populations revealed that *Grem1* was significantly upregulated in TdTomato^+^ cells and BMP transcriptional target genes (*Id1*/*3*/*4*) were significantly downregulated [adjusted *P*-value (FDR)≤0.05; Fig. 2B]. We next undertook a correlation analysis to identify modules of the 1845 DEGs that are coordinately regulated in TdTomato^+^ cells (Fig. S2). Shared membership of a module can suggest genes that together perform a particular function. The clustering tree depicts the topological distance between different modules, i.e. how similar or different the expression of transcripts within the module are from other modules, and highlighted one module that contained 288 genes with particularly tightly correlated transcripts (magenta, Fig. S2). 

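The network was not recomputed here, and the genes of each module were not analysed. Variation among the 5 TdTomato+ libraries was described by principal components of the 1850 DEGs over these libraries (log2 CPM, prior count 2). The first component held 46.1% of the variance and the second 23.6%. The scores on the first component were 18.5 for mouse 2, −13.4 for mouse 3, −19.9 for mouse 4, 3.38 for mouse 5 and 11.4 for mouse 6. With a prior count of 0.5, the first component held 40.1%.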

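Of the 1850 DEGs between TdTomato+ and TdTomato- cells, 75.3% were lower in TdTomato+ cells. The genes printed in the network of Fig. 2E, which the study chose from these same libraries, had the opposite balance, with 22 higher and 9 lower of 31. All 31 had an adjusted p of 0.05 or less, over all genes tested and adjusted over the list alone, which is not independent evidence because of how they were chosen. Their log2 fold changes ran from −3.25 to 3.67, with a median of 2.42. TREAT called 21 of them.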

Network visualization of the correlation analysis showed that the majority of transcripts within this tightly correlated module are upregulated in TdTomato^+^ cells (magenta square, Fig. 2C). We investigated the known function of genes within this module using a hypogeometric test for gene set enrichment. Significantly enriched pathways (adjusted *P* value (FDR) ≤0.001) were related to neuronal differentiation and projection, calcium signaling (possibly associated with synapse functions) and axons (Fig. 2D). 

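Among the genes drawn around *Id1* in Fig. 2E, *Ryr3*, which encodes a ryanodine receptor calcium channel, had the largest increase. It lies on chromosome 2 from 112631355 to 113217096 on the minus strand and was at 186±76.8 CPM in TdTomato+ and 14.1±4.57 CPM in TdTomato- cells, a log2 fold change of 3.67 (s.e. 0.11, adjusted p = 8.0e-09, edgeR). *Lrrtm3*, which encodes a synaptic leucine-rich repeat protein (chromosome 10 from 63928472 to 64090277 on the minus strand), was at 67.1±15.2 and 6.10±0.364 CPM, a log2 fold change of 3.43 (s.e. 0.12, adjusted p = 1.6e-08). The related *Lrrtm4* rose by 2.25 on the log2 scale. The genes that were lower in TdTomato+ cells, as *Id1* was, were *Ezr* (−3.25), *Pard3* (−2.98), *Lhx2* (−2.67), *Ntn4* (−2.61), *Kif26b* (−2.61), *Ermn* (−2.32), *Palmd* (−2.10) and *Fgfr2*. *Fgfr2* had a log2 fold change of −1.96 (s.e. 0.36, adjusted p = 8.3e-04, edgeR), under the fold change threshold, and differed widely between mice. It had 225 and 126 counts in the TdTomato+ libraries of mice 3 and 4, and 714 to 994 in the others. The other genes of Fig. 2E named here also had their lowest TdTomato+ counts in mice 3 and 4. Mice 3 and 4 alone had negative scores on the first component of the TdTomato+ libraries. The cause of this split was not tested. The expression of *Baiap2* was higher in the TdTomato- library of mouse 6 than in the other TdTomato- libraries, but such gaps were fewer than chance gives. No association between *Id1* and these genes was computed over the 5 TdTomato+ libraries.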

The BMP target gene *Id1* was identified as one of the central hub genes in this cluster and its expression was significantly associated with other transcripts that have functions in neuronal maturation (such as Lrrtm3, Ryr3) (Fig. 2E). Consistent with our earlier identification of *Grem1*-expressing cells as committed neurons *in vivo*, this suggests that neuronal functions are upregulated in the *Grem1*-expressing TdTomato^+^ cells of the developing telencephalon.

**Fig. 2.**
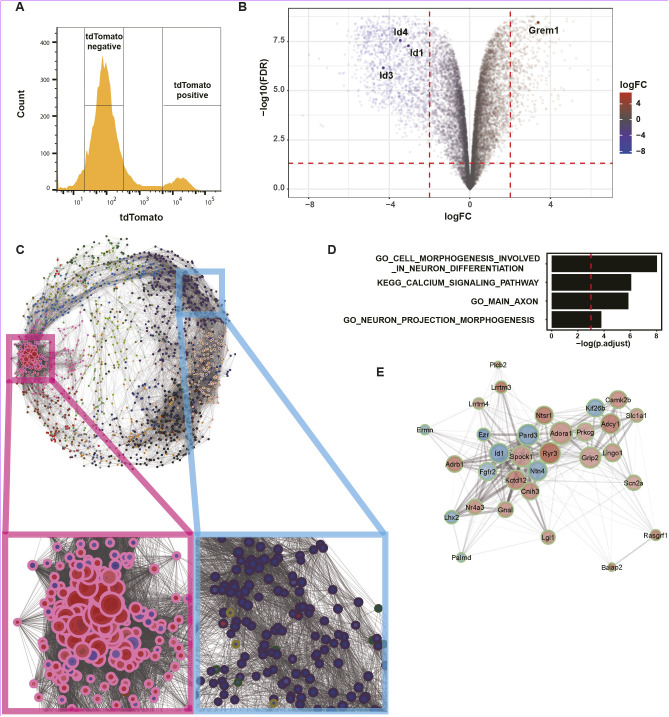
**Grem1-expressing cells have neuron-associated gene signatures.** (A) TdTomato^+^ and TdTomato^−^ cells were isolated from 14.5 dpc brains of *Grem1-CreERT; R26-TdTomato* mice induced with tamoxifen at 13.5 dpc. Representative FACS plot is shown, *n*=5 mice sorted for bulk RNA-seq analysis. (B) Volcano plot to show DEG between TdTomato^+^ and TdTomato^−^ cells from A. *Grem1* was significantly upregulated, whereas BMP target genes *Id1*/*3*/*4* were significantly downregulated in TdTomato^+^ cells compared with TdTomato^−^ cells. Absolute value of log2 fold change≥2.0, FDR<0.05. (C) Network visualization of correlated DEG modules in TdTomato^+^ cells. Each dot represents a gene, dot perimeter color indicates module membership (see Fig. S2), dot interior color denotes upregulation (red) or downregulation (blue) of gene transcript in TdTomato^+^ cells compared with TdTomato^−^, dot size indicates the magnitude of gene expression correlation to neighboring genes, lines connecting dots represent topological distance. The module containing highly correlated genes that were predominantly upregulated in TdTomato^+^ cells is boxed in magenta. (D) Significantly enriched gene sets in magenta boxed module in C. FDR<0.001. (E) Genes associated with *Id1*, a hub gene in the magenta boxed module in C. Dot perimeter color indicates module membership (see Fig. S2), dot interior color denotes upregulation (red) or downregulation (blue) of gene transcript in TdTomato^+^ cells compared with TdTomato^−^.

### *Grem1/GREM1* is enriched in excitatory neuronal lineage cells during brain development

To further characterize the *Grem1-*expressing TdTomato^+^ cell population we undertook a candidate gene profiling approach using the bulk mRNA-seq data. Gene expression patterns of neuronal markers from a series of differentiation stages are shown in Fig. 3A. Immature neuronal markers, such as *Dcx*, *Ncam1*, *Neurod2*/*6* and *Tbr1*, were significantly upregulated at the RNA level in TdTomato^+^ cells in comparison with the TdTomato^−^ cells at 14.5 dpc, whereas neural stem cell, radial glia and intermediate progenitor transcripts were significantly under-represented (FDR<0.05, quasi-likelihood F-test). 

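Of the 23 markers of Fig. 3A, 22 had an adjusted p of 0.05 or less (edgeR, over all genes tested), 8 higher and 14 lower in TdTomato+ cells, and 22 also when adjusted over the list alone. All 13 markers of neural stem cells, radial glia and intermediate progenitors were lower and past both thresholds, with log2 fold changes of −5.29 to −2.19 and a median of −4.63. *Hes5* and *Notch1* fell most (−5.29 and −5.27), and *Slc1a3* least (s.e. 0.11). *Fabp7* had a log2 fold change of −3.97 and was lower in the TdTomato+ library of mouse 2 than in the other TdTomato+ libraries. Among the genes examined, gaps as wide were fewer than chance gives. *Dcx* (chromosome X from 143855842 to 143933311 on the minus strand) was at 2695±275 CPM in TdTomato+ and 1522±102 CPM in TdTomato- cells, a log2 fold change of 0.82 (s.e. 0.05, adjusted p = 5.1e-07). The log2 fold change was 1.00 for *Ncam1* (s.e. 0.05, adjusted p = 1.4e-07), 1.55 for *Neurod2* (s.e. 0.07, adjusted p = 6.4e-08), 1.59 for *Neurod6* (s.e. 0.08, adjusted p = 1.6e-07), 1.15 for *Map2* and 0.40 for *Stmn1*. *Neurod1*, grouped with the immature neuronal markers, was lower in TdTomato+ cells of all 5 mice (−1.63, s.e. 0.09, adjusted p = 2.6e-07, edgeR), and 13.0% of its exonic length overlaps another gene. For single-cell clusters, the methods of the paper list *Neurod1* as a marker of basal intermediate progenitors. Of the mature neuronal markers, *Rbfox3*, which encodes NeuN, rose by 0.32 (s.e. 0.06, adjusted p = 0.0015), and *Nefl* did not differ beyond the spread between mice (−0.20, s.e. 0.11, adjusted p = 0.13). Another gene overlaps 32.8% of the exonic length of *Nefl*. *Tbr1* was the only neuronal marker past the fold change threshold, and under TREAT, which called 13 of the markers, all 13 were progenitor markers or *Tbr1*.

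**Figure D2:**
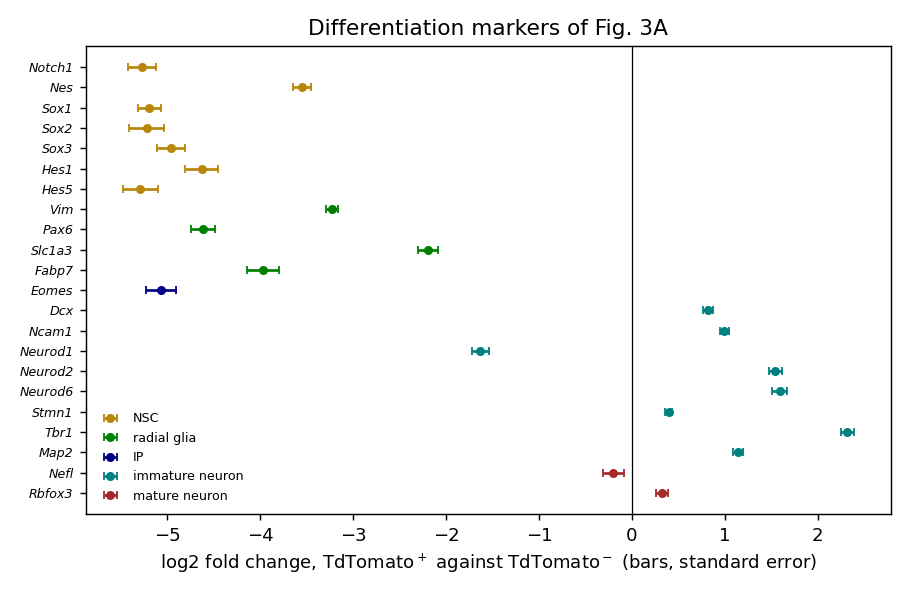
Log2 fold changes between TdTomato+ and TdTomato- cells of markers of Fig. 3A, coloured by differentiation stage, with bars of 1 standard error from the edgeR model over 5 mice. The progenitor markers shown lie between −5.29 and −2.19, and of the neuronal markers *Neurod1* and *Nefl* lie below 0.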

When RGCs (marked by co-expression of Sox2 and Pax6) generate neocortical neurons, the expression of specific transcription factors can be used to identify neurons within particular cortical layers (Franco et al., 2012; Chen et al., 2005). 

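The transcription factor genes that mark deep cortical layers were abundant in TdTomato+ cells. *Fezf2* (chromosome 14 from 12342094 to 12348189 on the minus strand) was at 577±68.7 CPM in TdTomato+ and 115±17.6 CPM in TdTomato- cells, a log2 fold change of 2.33 (s.e. 0.06, adjusted p = 4.1e-09, edgeR). *Tbr1* (chromosome 2 from 61802930 to 61814114 on the plus strand) was at 1722±309 and 350.0±91.8 CPM, a log2 fold change of 2.32 (s.e. 0.07, adjusted p = 7.8e-09). *Sox5* (chromosome 6 from 143828425 to 144781977 on the minus strand) was at 1146±124 and 208±37.3 CPM, a log2 fold change of 2.47 (s.e. 0.05, adjusted p = 1.7e-09), and 9.3% of its exonic length overlaps another gene. *Sox2* (chromosome 3 from 34650405 to 34652461 on the plus strand) fell from 238±20.6 CPM in TdTomato- to 6.44±2.04 CPM in TdTomato+ cells, a log2 fold change of −5.22 (s.e. 0.18, adjusted p = 1.7e-08). Its lowest TdTomato+ value, 64 counts, was that of mouse 2 and lay apart from the other mice. Gaps of this size were fewer among the genes examined than chance gives. *Pax6* (chromosome 2 from 105668900 to 105697364 on the plus strand) fell from 114±6.21 to 4.67±1.16 CPM (−4.62, s.e. 0.13, adjusted p = 4.5e-09), and *Eomes*, which encodes Tbr2 (chromosome 9 from 118478212 to 118486132 on the plus strand), from 349.9±54.7 to 10.9±4.78 CPM (−5.07, s.e. 0.16, adjusted p = 8.8e-09). Each of the 6 genes passed both thresholds and changed in the same direction in all 5 mice. Without 1 mouse in turn, the log2 fold change was 2.28 to 2.38 for *Fezf2*, 2.26 to 2.38 for *Tbr1*, 2.43 to 2.50 for *Sox5*, −5.31 to −5.01 for *Sox2*, −4.72 to −4.50 for *Pax6* and −5.19 to −4.93 for *Eomes*.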

Our bulk RNA-seq analysis showed that transcripts encoding the layer V marker *Fezf2* and VI markers *Tbr1* and *Sox5* were significantly upregulated in *Grem1*-expressing TdTomato^+^ cells, whereas the RGC markers *Sox2* and *Pax6* and an intermediate progenitor marker, *Tbr2* (*Eomes*), were significantly downregulated (absolute value of log2 fold change≥2.0, FDR<0.05) and did not appear to colocalize with TdTomato at 14.5 dpc using IHC (Fig. S3).

**Fig. 3.**
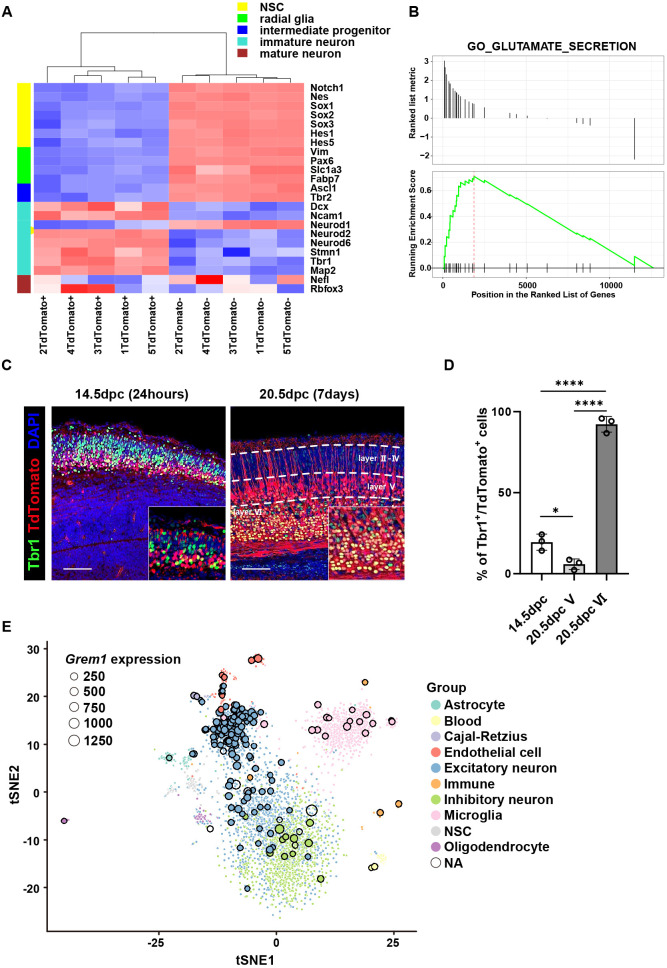
***Grem1* is expressed in the glutamatergic excitatory neuron lineage cells.** (A) Heatmap depicting unsupervised clustering of TdTomato^+^ and TdTomato^−^ cells isolated from 14.5 dpc *Grem1*-reporter (red) mice induced with tamoxifen at 13.5 dpc based on expression of representative differentiation marker transcripts for neural stem cell (NSC), radial glia, intermediate progenitor, immature neuron and mature neuron. (B) GSEA for Glutamate Secretion genes between TdTomato+ and TdTomato^−^ samples from A. NES=2.16, *P*=0.0049. (C) Representative images of immunofluorescence staining of 14.5 and 20.5 dpc telencephalon from *Grem1*-reporter (red) mice induced with tamoxifen at 13.5 dpc: Tbr1, green; DAPI, blue. (D) Quantification of C showing the percentage of TdTomato^+^ cells that were also Tbr1^+^ in three representative fields from three biological replicates. One way ANOVA with Tukey's multiple test. *P<0.05, ****P<0.0001. Data are mean±s.d. (E) tSNE plot of human scRNA-seq dataset. *GREM1*-expressing cells outlined in black. Dot size represents Grem1 expression value as indicated. NA, not applicable. Scale bars: 100 µm.

To assist with identification of the neuronal subtype likely generated from *Grem1-*expressing TdTomato^+^ cells, we also performed Gene Set Enrichment Analysis (GSEA) on DEG transcripts between TdTomato^+^ and TdTomato^−^ cells. We found a significant enrichment of a glutamate secretion gene set in the DEGs [normalized enrichment score (NES)=2.16, *P*=0.0049] (Fig. 3B), whereas GABAergic and dopaminergic gene sets were not enriched (NES=−0.93, *P*=0.75; NES=−0.69, *P*=0.87, respectively) (Fig. S4A). 

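The gene sets of the paper were not used here. Lists of genes for each neurotransmitter type were written from general knowledge before the counts were seen, and each was compared with all other genes by camera of limma (two-sided, inter-gene correlation preset at 0.01), with p adjusted over the 27 lists tested. Of the 21 glutamatergic genes in the table, which encode glutamate transporters, receptors and their partners, 15 were higher and 5 lower in TdTomato+ cells (edgeR), with a median log2 fold change of 1.42 (camera adjusted p = 0.0050). All 18 genes of synaptic vesicle release were higher, by 0.76 to 1.95, with a median of 1.22 (adjusted p = 8.2e-08). All 18 genes of the GABAergic list were lower, with log2 fold changes of −6.58 to −1.37, with a median of −4.01 (adjusted p = 8.2e-08). Of these, 6 also mark progenitors, and the other 12, parted from them after the data had been seen, were lower with a median of −3.90 (camera adjusted p = 1.6e-05). The TdTomato- libraries also held transcripts of subpallial progenitor genes, so the region dissected may add to this difference. Of the 15 dopaminergic genes, 7 were in the table, 2 higher and 5 lower, with a median of −3.22 (adjusted p = 0.53). Adjusted over the list alone, 20 glutamatergic, 18 vesicle release, 18 GABAergic and 7 dopaminergic genes were called, the same numbers as over all genes. With genes ranked by log2 fold change, fgsea gave a normalized enrichment score of 1.76 for the glutamatergic (adjusted p = 0.023), 2.27 for the vesicle release (adjusted p = 9.9e-06), −2.01 for the GABAergic (adjusted p = 1.3e-06) and −1.20 for the dopaminergic list (adjusted p = 0.39). The calls for the glutamatergic, vesicle release and GABAergic lists held under the rotation test fry, which also called the dopaminergic list, as higher. When camera estimated the correlation between genes from the libraries, no list passed, with adjusted p of 0.25 for the glutamatergic, 0.21 for the vesicle release and 0.21 for the GABAergic list. The paper performed its enrichment analysis to identify the neuronal subtype, and places *Grem1* expression in the glutamatergic excitatory neuron lineage (Fig. 3).

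**Figure D3:**
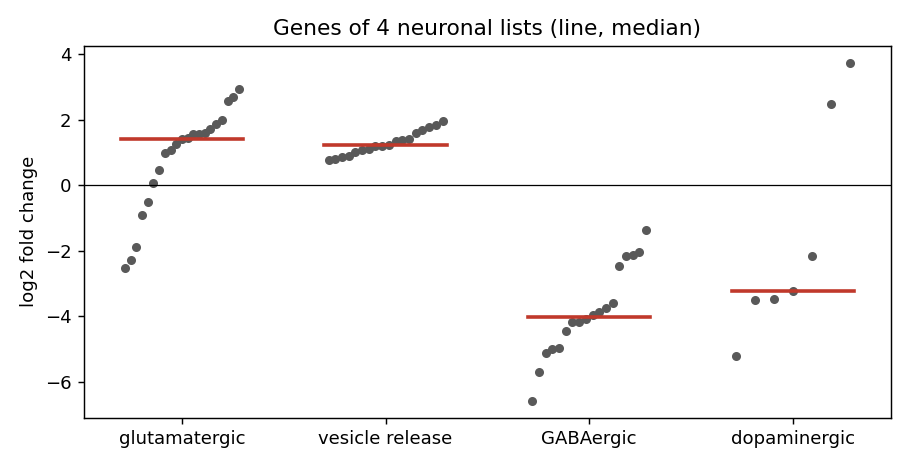
Log2 fold changes between TdTomato+ and TdTomato- cells of each gene in the glutamatergic, vesicle release, GABAergic and dopaminergic lists (grey points, ordered by value) with the median of each list as a red line. The vesicle release genes all lie above 0 and the GABAergic genes all below 0, and the glutamatergic and dopaminergic genes lie on both sides.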

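The gene of the vesicular glutamate transporter vGlut1, *Slc17a7* (chromosome 7 from 45163949 to 45176142 on the plus strand), was at 230.0±49.7 CPM in TdTomato+ and 35.9±10.3 CPM in TdTomato- cells, a log2 fold change of 2.69 (s.e. 0.09, adjusted p = 1.3e-08, edgeR). *Grin2b* (chromosome 6 from 135713233 to 136173511 on the minus strand) was at 934±57.1 and 158±20.0 CPM, a log2 fold change of 2.57 (s.e. 0.06, adjusted p = 1.8e-09). *Grin1* (chromosome 2 from 25291181 to 25319187 on the minus strand) rose less, from 22.0±4.51 to 64.9±8.16 CPM (1.58, s.e. 0.06, adjusted p = 3.5e-08), and 13.5% of its exonic length overlaps another gene. The genes of the enzymes that make GABA fell in TdTomato+ cells. *Gad1* (chromosome 2 from 70553072 to 70602014 on the plus strand) was at 6.47±0.802 CPM in TdTomato+ and 94.9±20.3 CPM in TdTomato- cells (−3.86, s.e. 0.09, adjusted p = 2.8e-09), and *Gad2* (chromosome 2 from 22622205 to 22693874 on the plus strand) was at 9.23±2.75 and 163.3±22.6 CPM (−4.16, s.e. 0.16, adjusted p = 2.5e-08). *Th* (chromosome 7 from 142892752 to 142931128 on the minus strand) was rare, with 48 to 95 counts per TdTomato- library and 1 to 13 counts per TdTomato+ library (−3.52, s.e. 0.35, adjusted p = 1.6e-05). All 5 mice showed the direction given for each gene. Of the 6 genes, *Grin1* alone was under the fold change threshold.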

Consistent with the GSEA, glutamatergic neuron markers, such as Slc17a7 (vGlut1), Grin1 and Grin2b were significantly upregulated in *Grem1*-expressing cells at 14.5 dpc using a candidate gene approach, whereas gabaergic and dopaminergic neuron markers, such as Slc6a1 (GABA transporter 1), Gad1, Gad2, and Th (tyrosine hydroxylase) were significantly downregulated (*P*<0.05, Fig. S4B). Tbr1 plays a central role in the development of early-born cortical excitatory neurons and regulates the connectivity of layer VI neurons (Hevner et al., 2001). To confirm that *Grem1*^+^ cells generate excitatory neuronal lineages, we undertook immunohistochemical staining with Tbr1. This revealed that *Grem1-*expressing TdTomato^+^ cells at 14.5 dpc expressed *Tbr1* at the mRNA level, but very low to no Tbr1 at the protein level; however, *Grem1-*TdTomato^+^ cells did become Tbr1^+^ neurons in cortical layer VI by 20.5 dpc (Fig. 3C,D).

To understand the relevance of our mouse focused study to the human setting, we reanalyzed publicly available human scRNA-seq data generated from human brain at mid-gestation (22-23 weeks post-conception) (Fan et al., 2018). We categorized each human cell in the dataset as either *GREM1^+^* or *GREM1^−^* based on the presence or absence of *GREM1* RNA-seq counts for each cell. Next, we compared the transcriptional profiles of our mouse embryonic brain *Grem1*-expressing TdTomato^+^ cells and TdTomato^−^ cells with the human mid-gestational brain *GREM1^+^* and *GREM1^−^* cells using a multidimensional scaling plot (Fig. S4C). 

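In multidimensional scaling of the 10 mouse libraries, computed without the human cells, which were not analysed here, the first dimension held 85.3% of the variance and the second 4.89%, over the 500 genes with the largest differences for each pair of libraries. Leading log2 fold change distances were 1.03 to 1.96 between libraries of the same population and 4.33 to 5.21 between libraries of different populations, so the distances did not overlap. Over all 14300 genes, the first dimension held 88.1%. On the first principal component of all genes, TdTomato+ libraries scored 76.9 to 94.6 and TdTomato- libraries −86.2 to −77.9, and the TdTomato+ library of mouse 2 had the highest score.

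**Figure D4:**
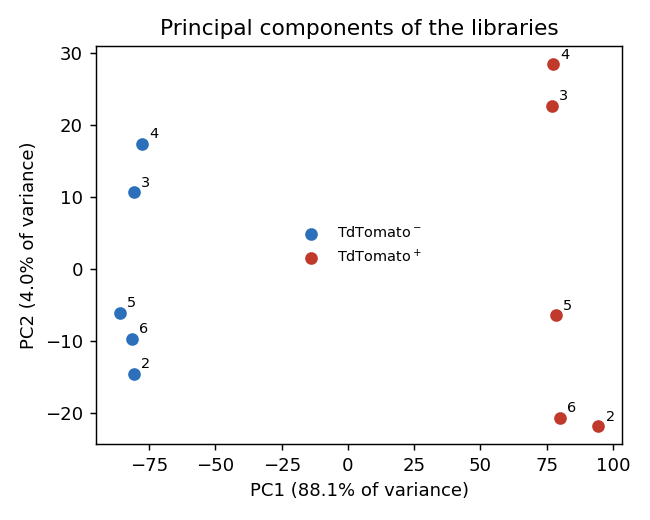
First and second principal component scores of the 10 libraries over all genes (log2 CPM, prior count 2), with TdTomato- libraries in blue and TdTomato+ libraries in red, each with its mouse number. The first component, with 88.1% of the variance, parts the populations, and libraries of mice 3 and 4 lie higher on the second in both populations.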

Samples within the same group cluster tightly together, dimension 2 separates the samples along species lines, whereas dimension 1 clearly shows a similar separation of samples based on altered expression profiles depending on the *Grem1/GREM1* status in mouse and human developing brain (Fig. S4C). Mapping the *GREM1*^+^ cells onto a tSNE plot generated from the human scRNA-seq data revealed that most *GREM1-*expressing cells accumulated in the excitatory neuron cluster within the human mid-gestational cortex (Fig. 3E). Re-analysis of a mouse scRNA-seq cortical neuron dataset (Yuzwa et al., 2017) also confirmed that expression of *Grem1* most highly correlates with the excitatory neuron cluster marked by *Foxp2* (marker of layer VI) and *Ctip2* (marker of layer V/VI) and not precursor or progenitor populations (Fig. S5D). Lastly, we analyzed the expression of other BMP-signaling components in both scRNA-seq datasets (Fig. S5A-D). Of the pathway antagonists similar to *GREM1*, sclerostin domain-containing protein 1 (*SOSTDC1*), *CHRD*, BMP binding endothelial regulator (*BMPER*) and follistatin (*FST*) transcripts were highly enriched in the excitatory neuron or Cajal-Retzius cell clusters, whereas *NOG* expression correlated only with the astrocyte population in the human data that contained a broad selection of neuronal and non-neuronal cell types (Fig. S5A). This analysis of BMP antagonist expression was further extended by the increased resolution of neuronal cell clusters found in the multi-time point and neuronal-restricted mouse scRNA-seq dataset, to be enriched in excitatory neurons and apical precursors/RGCs (Fig. S5D). BMP2/7 that are antagonized by GREM1 were primarily produced by alternate RGCs and IPs/excitatory neuron populations to the *Grem1-*expressing excitatory neuron population in the mouse developing cortex (Fig. S5D). Expression of *BMP2*/*7* was also inversely correlated with *GREM1* expression in the human excitatory neuron cell population, suggesting paracrine BMP pathway regulation by these opposing factors (Fig. S5C). Expression of the BMP target genes, *ID1*/*3*/*4*, was inversely correlated with *GREM1*-expression in excitatory neurons, consistent with our developmental mouse brain data and suggesting that *GREM1* acts locally to antagonize BMP signaling (Fig. 2B). BMP receptor type I and II expression correlated with apical precursor and proliferative RGC populations (*Bmpr1a*/*1b*, *Acvr2b*) and excitatory neuron clusters in the mouse scRNA-seq dataset (*Alk*, *Acvr1b*/*1*/*1c*/*2a*, *Bmpr2*), suggesting that many of the neurons in the developing cortex will have the ability to respond to BMP pathway stimulation (Fig. S5A,D). This highlights the complexity of regulation of BMP signaling during development of the cortex.

### Grem1 promotes proliferation and neural differentiation in NSPCs *ex vivo*

Next we collected NSPCs from embryonic brains of *Grem1^flox/flox^* mice at 14.5 dpc and transduced the cells *ex vivo* with control, *Cre*-expressing or *Grem1*-expressing lentivirus to generate control *Grem1^flox/flox^*, *Grem1^−/−^* and *Grem1* overexpressing (*Grem1^O/E^*) primary cultures. Endogenous Grem1 was detected in *Grem1^flox/flox^* control cultures by western blot, with absent or elevated protein levels in *Grem1^−/−^* and *Grem1^O/E^* cultures, respectively (Fig. 4A). There were two bands, likely because of splicing variants, consistent with previous reports (Yan et al., 2014; Koli et al., 2016). Our method does not include selection for NSPC markers or exclusion of committed lineage cells and so contains a heterogeneous mix of cells that are roughly selected for proliferation potential. Because of this, it is possible that some of this mixed population may include immature committed neurons that express Grem1, or Grem1 expression may be aberrantly upregulated in stem/progenitor cells by culture *in vitro*. Control *Grem1^flox/flox^* cultures were responsive to BMP pathway induction as determined by increased BRE-luciferase reporter activity and expression of the BMP target genes *Id1*/*2*/*3*/*4* following addition of recombinant human BMP2 (Fig. 4B,C; Fig. S6). This induction of BRE-reporter activity and increase in BMP target gene transcript levels was significantly enhanced in *Grem1^−/−^* cells and attenuated in *Grem1^O/E^* cells (Fig. 4B,C; Fig. S6). This confirmed that Grem1 acts as an antagonist of BMP2 and suppresses downstream transcriptional targets in embryonic NSPCs. This difference was more obvious with *Grem1* overexpression than genetic deletion, possibly due to limited basal expression of Grem1 in NSPC culture.

**Fig. 4.**
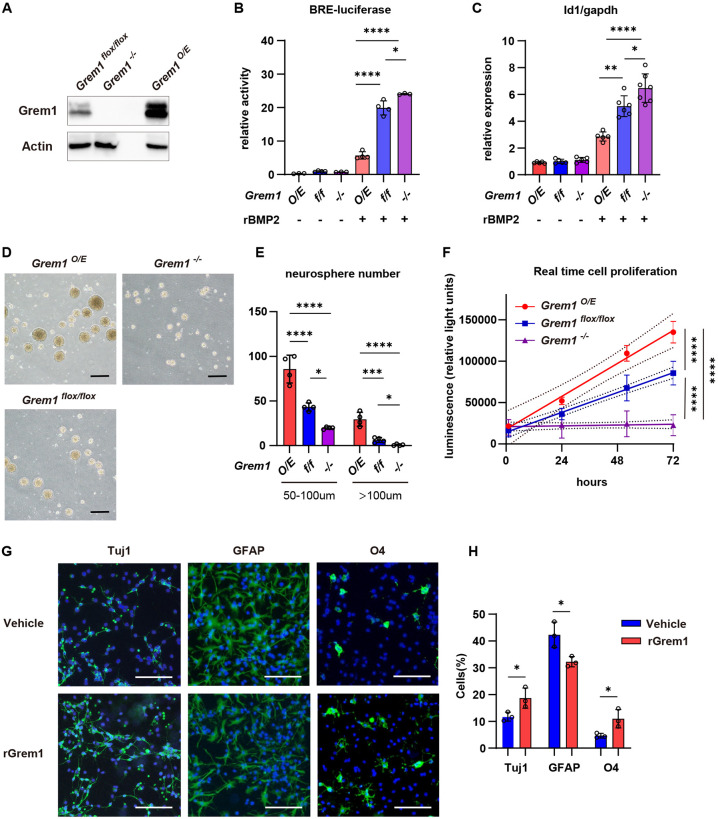
**Grem1 promotes proliferation and neuronal differentiation in neural stem/progenitor cells *ex vivo.*** (A) Detection of Grem1 protein levels in control *Grem1^flox/flox^*, *Grem1^−/−^* and *Grem1^O/E^* NSPC by western blot. (B) BRE-reporter activity relative to internal control reporter. Data obtained from four independent experiments each performed in triplicate. One way ANOVA with Tukey's multiple test. (C) BMP target gene *Id1* mRNA expression normalized to *Gapdh* in *Grem1^flox/flox^*, *Grem1^−/−^* and *Grem1^O/E^* NSPC treated with vehicle or rBMP2 for 24 h. One way ANOVA with Tukey's multiple test. Results from five independent experiments performed in triplicate. (D) Representative images of *Grem1^flox/flox^*, *Grem1^−/−^* and *Grem1^O/E^* neurosphere cultures. (E) Quantification of neurosphere number and size from D in four representative fields from four independent experiments. One way ANOVA with Tukey's multiple test. (F) Cell proliferation normalized to 0 h time point for each culture. Results from three independent experiments each performed in triplicate and analyzed using linear regression. (G) Representative images of immunofluorescence staining to identify Tuj1^+^ neurons, GFAP^+^ astrocytes and O4^+^ oligodendrocytes in differentiated cultures from wild-type NSPCs treated with vehicle or rGrem1. (H) Quantification of G, showing the percentage of marker^+^ cells in three representative fields from three independent experiments. Two-tailed, unpaired *t*-test. Data are mean±s.d. *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. Scale bars: 100 µm.

We next employed neurosphere assays to determine the effect of Grem1 modulation on proliferation of embryonic NSPCs. Only mitogen-responsive cells proliferate to form clusters termed neurospheres, where sphere size correlates with proliferative ability (Mori et al., 2006; Reynolds and Rietze, 2005). *Grem1^O/E^* cells form significantly more and larger neurospheres than control *Grem1^flox/flox^* cells, whereas *Grem1^−/−^* cells form significantly fewer (Fig. 4D,E). To understand this phenomenon from the aspect of cell viability, we evaluated the proliferation rates of *Grem1^flox/flox^*, *Grem1^−/−^* and *Grem1^O/E^* cultures. Overexpression of *Grem1* significantly increased the rate of NSPC proliferation compared with control *Grem1^flox/flox^* NSPCs, whereas the number of viable *Grem1^−/−^* cells did not increase over the 72 h time course analyzed (Fig. 4F). Our re-analysis of the mouse neuronal cortex scRNA-seq dataset (GSE107122) showed that BMP2/7, which are antagonized by GREM1, were primarily produced by RGCs and IPs/excitatory neurons in the developing mouse cortex (Fig. S5D), suggesting BMP2/7 may be produced by the NSPCs in our *in vitro* system. These results suggested that Grem1 contributes to the proliferation of NSPCs. Following on from this observation, we wanted to assess the role of Grem1 in the differentiation of NSPCs to neurons, astrocytes and oligodendrocytes. When cultured in recombinant BMP2-containing differentiation media, addition of 1 ng/ml recombinant GREM1 significantly increased the number of NSPCs that differentiated into Tuj1^+^ (Tubb3^+^) neurons and O4^+^ (Foxo4^+^) oligodendrocyte lineage cells, and decreased the number of GFAP^+^ astrocytes, in comparison with vehicle treated control NPSCs (Fig. 4G,H). This suggests that Grem1 may regulate the differentiation potential of NPSCs.

### *Grem1* is required for normal cortical development

In order to assess the functional role of *Grem1* in mouse forebrain development *in vivo*, we generated tissue-specific *Grem1* conditional knockout mice using the empty spiracles homeobox 1 (*Emx1*)-*cre* driver. We first verified that *Emx1-cre* generates efficient cre-mediated recombination in the dorsal telencephalon at 14.5 dpc by visualizing TdTomato^+^ cells in reporter *Emx1-cre; Rosa26LSLTdtomato* mouse brains (Fig. S7A). Next we confirmed that *Emx1-cre; Grem1^flox/flox^* (*Grem1* conditional knockout, *Grem1^cKO^*) mice had a significant reduction in *Grem1* RNA in the developing forebrain compared with cre^−^ littermate controls by ISH at 14.5 dpc (Fig. 5A) and real time RT-PCR at P0 (Fig. S7B). *Grem1^cKO^* mice were viable and fertile. To determine the mechanistic effect of loss of *Grem1* we directly analyzed BMP pathway activity by immunohistochemical staining for the downstream pathway effectors, phospho-SMAD1/5/8. The number of Ctip2^+^ layer V/VI cells with active BMP signaling (phospho-SMAD1/5/8^+^) was significantly increased in *Grem1^cKO^* mice in comparison with *Grem1^flox/flox^* littermate controls (Fig. 5B,C; Fig. S7C). To examine the morphological consequences of conditional *Grem1* loss in the developing mouse brain we performed Nissl staining on tissue samples from *Grem1^cKO^* and cre^−^ littermate controls. At 10 weeks of age, total cortical thickness was significantly reduced in *Grem1^cKO^* mice in comparison with *Grem1^flox/flox^* littermate controls both in males and females, owing to significantly thinner cortical layers V and VI as marked by Ctip2 and Foxp2 (Fig. 5D,E; Fig. S7D,E,F). Cellular density was also lower in *Grem1^cKO^* mice in comparison with *Grem1^flox/flox^* littermate controls (Fig. S7G,H). The number of Ki67^+^ proliferative cells was unchanged both at 14.5 dpc and 20.5 dpc between *Grem1^cKO^* and *Grem1^flox/flox^* littermate controls (Fig. S7I,J,K,L). Also the number of Tbr2^+^ cells was unchanged at 14.5 dpc (Fig. S7I,J). In contrast, the number of cleaved caspase 3^+^ cells was increased in Ctip2^+^ layers of *Grem1^cKO^* mice in comparison with *Grem1^flox/flox^* littermate controls at 20.5 dpc, but was not different at 14.5 dpc (Fig. 5F,H; Fig. S7M). This increase in apoptotic cells marked by cleaved caspase 3 likely explains the significantly thinner Ctip2^+^ layer we observed in *Grem1^cKO^* animals compared with *Grem1^flox/flox^* littermate controls; however, our analyses have not ruled out potential changes in cell proliferation or cell fate decisions between the 14.5 and 20.5 dpc time points examined (Fig. 5G). Conversely, the other predominant region of *Emx1-cre* driver activity, the hippocampus, which has important functions in memory for navigation pertinent to our behavioral testing, displayed morphology and cell density that did not appear to be different to normal on microscopic inspection (Fig. S8A).

**Fig. 5.**
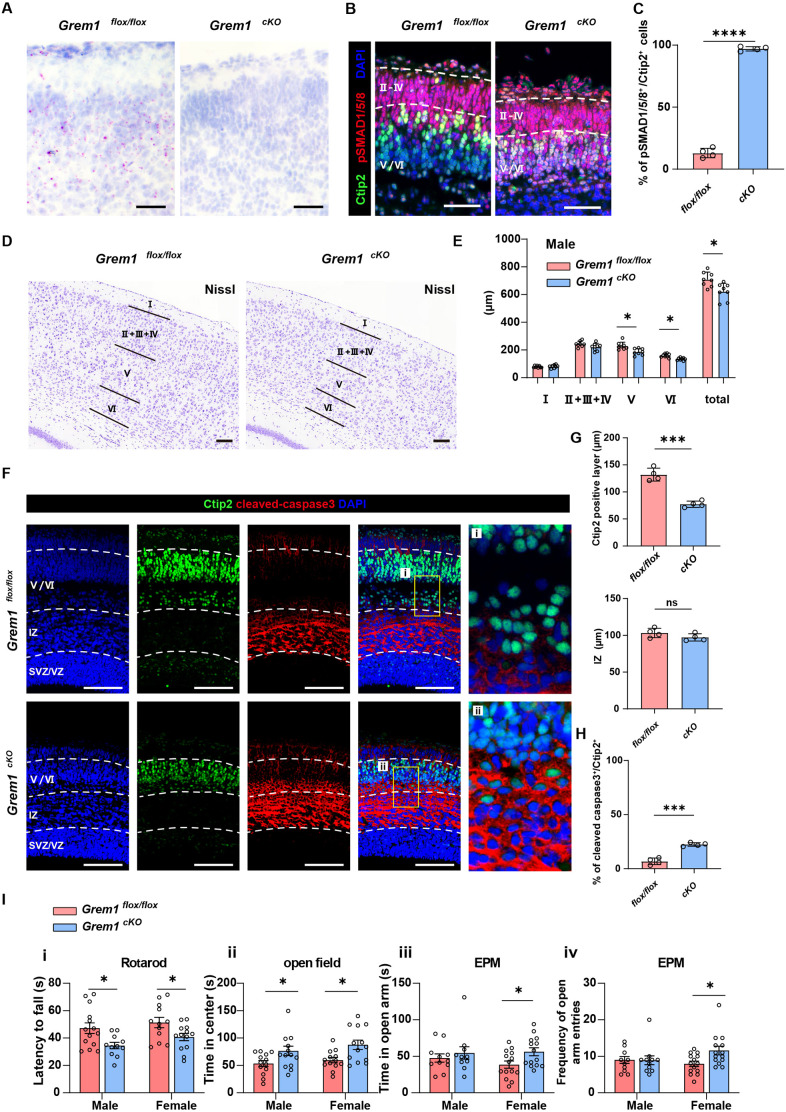
**Cortical development, motor balance and fear is impaired in *Grem1* conditional knockout mice: *Grem1* is required for normal cortical development.** (A) Representative *Grem1* expression in the dorsal telencephalon of *Grem1^cKO^* mice and *Grem1^flox/flox^* littermate controls by ISH at 20.5 dpc. *n*=3. (B) Representative images of immunofluorescence staining of cortex of *Grem1^cKO^* mice and littermate controls at 20.5 dpc with layer V and VI showing marker Ctip2 (green), phosphorylated SMAD1/5/8 (red) and DAPI (blue) (see also Fig. S7C). (C) Quantification of phosphorylated SMAD1/5/8^+^ cells in Ctip2^+^ cells in (B). *n*=4, two-tailed, unpaired *t*-test. (D) Representative histological images of cortical layers of *Grem1^cKO^* mice and *Grem1^flox/flox^* littermate controls using Nissl staining at 10 weeks of age. (E) Quantification of cortical layer thickness from D compared in eight pairs of male *Grem1^cKO^* mice and littermate controls at 10 weeks of age. Male, *n*=7 control and *n*=7 *Grem1^cKO^*, two-tailed, unpaired *t*-test. (F) Representative images of immunofluorescence staining of cortex of *Grem1^cKO^* mice and littermate controls at 20.5 dpc with layer V and VI showing marker Ctip2 (green), cleaved caspase 3 (red) and DAPI (blue). *n*=4. High magnification of boxed areas is shown in right panels. (G) Quantification of Ctip2^+^ layer V/VI and intermediate zone thickness from F compared in four pairs of *Grem1^cKO^* mice and littermate controls at 20.5 dpc, two-tailed, unpaired *t*-test. (H) Quantification of cleaved caspase 3^+^ cells in Ctip2^+^ cells in G. *n*=4, two-tailed, unpaired *t*-test. (I) Behavioral testing was performed to compare *Grem1^cKO^* and *Grem1^flox/flox^* mice using age and sex matched littermates at 7-10 weeks of age. (i) Rotarod test latency to fall. Male, *n*=14 control and *n*=11 *Grem1^cKO^*; Female, *n*=12 control and *n*=13 *Grem1^cKO^*, two-tailed, unpaired *t*-test. (ii) Open field test, cumulative duration spent in the center area. Male, *n*=13 control and *n*=14 *Grem1^cKO^*; Female, *n*=13 control and *n*=13 *Grem1^cKO^*, two-tailed, unpaired *t*-test. (iii,iv) Elevated plus maze test. (iii) Cumulative duration spent in open arms. (iv) The number of entries to open arms. Male, *n*=12 control and *n*=11 *Grem1^cKO^*; Female, *n*=14 control and *n*=14 *Grem1^cKO^*, two-tailed, unpaired *t*-test. Data are mean±s.e.m. *P<0.05, ***P<0.001, ****P<0.0001. Scale bars: 100 µm.

Our earlier transcriptional network analysis from bulk RNA-seq data identified an *Id1*-associated gene cluster that was differentially regulated in the *Grem1-*expressing TdTomato^+^ cells from the cortex at 14.5 dpc (Fig. 2E). From this cluster, *Lrrtm3* and *Ryr3* were selected for further analysis because of their known functions in synapse development (Balschun et al., 1999; Um et al., 2016; Roppongi et al., 2017; Futagi and Kitano, 2015; Linhoff et al., 2009). The expression of these two transcripts was significantly downregulated in the cortex of *Grem1^cKO^* mice compared with littermate controls at P10 (Fig. S8B). This provides further evidence of the relationship between *Grem1* expression and these genes. To examine the effect of Grem1 deletion on differentiation, transcript levels of *Slc17a7* for excitatory neurons, *Gfap* for astrocytes and myelin-associated glycoprotein (*Mag*) for oligodendrocytes were also assessed by qPCR. Although *Slc17a7* was significantly decreased in *Grem1^cKO^* samples, there was no significant difference in *Gfap* or *Mag* (Fig. S8B).

### Motor coordination and fear responses were impaired in *Grem1^cKO^* mice

To assess the functional consequences of embryonic *Grem1* deletion in the mouse forebrain, we undertook behavioral testing with *Grem1^cKO^* mice in comparison with *Grem1^flox/flox^* littermate controls. We compared motor balance using the Rotarod test. Latency to fall was significantly shorter in *Grem1^cKO^* mice both for males and females, suggesting an impaired motor balance following loss of *Grem1* (Fig. 5I). During the open field test used to assess exploratory behaviors, both male and female *Grem1^cKO^* mice spent significantly more time in the central area away from the walls than littermate controls (Fig. 5I). The total distance moved and velocity of movement were similar between *Grem1^cKO^* and littermate controls (Fig. S8C,D). Behavioral testing using an elevated plus maze also indicated that female *Grem1^cKO^* mice spent significantly more time in the open maze arms and entered into the open arms more frequently than littermate controls (Fig. 5I). Both of the exploratory behavior tests indicated that conditional loss of *Grem1* leads to reduced anxiety-like behavior. Lastly, we used the Y maze test to assess the short-term memory of *Grem1^cKO^* and littermate controls. We observed no difference in the number of entries made to the novel arm of the Y maze between groups (Fig. S8E,F), suggesting that *Grem1* expression is not required for short-term memory function.

## DISCUSSION

The spatiotemporal regulation of BMP signaling in brain development is poorly understood. Here, we focus on the expression and function of the BMP antagonist Grem1 during brain development, using transgenic lineage tracing, gene expression, *in vitro* culture and conditional knockout approaches.

In the developing mouse brain *Grem1* is first expressed at 13.5 dpc in committed neurons that will differentiate into layer V and VI neurons by 20.5 dpc (Fig. 1I; Fig. S1A,C). Transcriptomic profiling using our mRNA-seq data from embryonic *Grem1*-reporter mouse brains and publicly available mouse and human developmental brain scRNA-seq data suggests that *Grem1*/*GREM1* expression is primarily associated with markers of glutamatergic excitatory neuronal lineages, rather than GABAergic or dopaminergic neurons or other cell types of the developing brain (Fig. 3B,E; Fig. S4A,B). Consistent with this, *Grem1* was not expressed in the ganglionic eminences, from which GABAergic interneurons originate; nor were GABAergic transcripts upregulated or enriched by GSEA in *Grem1*-expressing TdTomato^+^ cells in the dorsal telencephalon using bulk RNA-seq analysis (Fig. S4A,B). Likewise Grem1-lineage-traced cortical neurons expressed the excitatory marker Tbr1 (Fig. 3C). *Grem1*-expression labels and generates important excitatory neuronal lineages, i.e. pyramidal neurons, which play high-level cognitive functions in the neocortex. Grem1 expression is required for the correct development of early-born excitatory neurons of the neocortex (Figs 1I and 5D-H). Although we have not directly analyzed the proportion of excitatory and inhibitory neurons in *Grem1^cKO^* animals here, misregulation of BMP signaling might affect the balance between excitatory and inhibitory neuronal activities, which has been implicated in neurodevelopmental disorders (Dani et al., 2005).

Our analysis of scRNA-seq data from human midgestational cortex (22-23 weeks post-conception) and from mouse embryonic cortex suggests that there is coordinated regulation of BMP signaling during development, but that there may be also be functional redundancies (Fig. S5A,D). Nog is the most extensively studied of the BMP antagonists in the CNS, in which it is a recognized neural inducer during gastrulation (Lamb et al., 1993). Addition of recombinant Nog to neural stem cells promotes neuronal and suppresses astrocytic differentiation *in vitro* (Mikawa and Sato, 2011). In our study, we confirmed that Grem1 acts as a BMP antagonist in embryonic NSPC cultures, suppressing downstream BMP transcriptional targets (Fig. 4B,C; Figs S5C, S6). Although Grem1 is expressed by immature but committed neurons, rather than Sox2^+^ or Pax6^+^ neural stem or precursor populations *in vivo* (Fig. S3), this *in vitro* study was useful to simulate the role of secreted Grem1. Similar to Nog, we determined that Grem1 promotes proliferation and neural differentiation, at the expense of astrocytic lineages *in vitro* (Fig. 4G,H). This is consistent with a previous report that found Grem1 promotes proliferation and suppresses astrocyte differentiation of cancer stem cells in glioblastoma (Yan et al., 2014). *Grem1^cKO^* mice showed decreased Slc17a7 mRNA expression, but no significant change in glial cell differentiation, possibly due to the redundant BMP regulatory effects by other antagonists *in vivo*.

Our histological analyses identified that the cortex (particularly neocortical layers V and VI) of *Grem1^cKO^* animals is significantly thinner, with less cells, in comparison with littermate controls, with no obvious morphological changes in the hippocampus. In contrast to our NSPC *in vitro* data (Fig. 4D-F), we did not observe a significant decrease in the number of Ki67^+^ proliferative cells or Tbr2^+^ intermediate progenitors in *Grem1^cKO^* animals at 14.5 dpc or 20.5 dpc (Fig. S7I-L). However, it is possible that progenitors may have altered proliferation or differentiation in *Grem1^cKO^* animals between the time points analyzed. Still, the number of cleaved caspase 3^+^ apoptotic cells was increased in cortical layers V/VI in the absence of *Grem1* in *Grem1^cKO^* animals at 20.5 dpc, whereas Ctip2 and cleaved caspase 3 were not changed at 14.5 dpc (Fig. 5F,H; Fig. S7M). This suggests that apoptosis was increased in *Grem1^cKO^* after 14.5 dpc, which could contribute to the thinner deep cortical layers in these animals after birth in comparison with littermate controls.

Although secreted Grem1 can influence the upper as well as deep-layer neurons, we did not observe any noticeable changes to downstream BMP pathway activity in the upper layer neurons of *Grem1^cKO^* mice in comparison with *Grem1^flox/flox^* littermate controls as indicated by phospho-SMAD1/5/8 staining (Fig. 5B,C; Fig. S7C). We did however observe an increase in phospho-SMAD1/5/8 staining in Ctip2^+^ deep-layer neurons in *Grem1^cKO^* mice in comparison with *Grem1^flox/flox^* littermate controls. BMP transcriptional targets were significantly downregulated in Grem1-expressing TdTomato^+^ cells *in vivo* (Fig. 2B) and Grem1^+^ excitatory neurons in the human embryonic cortex (Fig. S5C). An upper layer neuron marker, *Cux1*, and expression of BMP receptors *Bmpr1a*/*1b* and *Avcr2b* correlated with apical precursor and proliferative RGC populations, whereas deep-layer neuron markers *Foxp2* and *Ctip2*, and BMP receptors *Alk*, *Acvr1b*/*1*/*1c*/*2a* and *Bmpr2* expression correlated with excitatory neuron or newborn neuron clusters in the mouse scRNA-seq cortical neuron dataset (Yuzwa et al., 2017) (Fig. S5D). This suggests that BMP receptors are expressed both in upper and deeper layer cortical neurons, although with specific cell-type expression patterns for each receptor. Conversely, BMPs are produced by endothelial cells, astrocytes and excitatory neurons in human (Fig.S5B). In the mouse cortex, BMPs are produced by RGCs and IPs/excitatory neuron populations, according to single cell analysis of neuronal lineage cells (Fig. S5D), and also from the meninges (Choe et al., 2012) (Fig. S5E). Although Grem1 is secreted, it usually acts on nearby or adjacent cells (Worthley et al., 2015). This could explain why downstream SMAD signaling is most affected in deep-layer neurons in which Grem1 is predominantly expressed. Together these results suggest that Grem1-expressing cells are fated to become neurons via antagonism of potential paracrine BMP signals (Fig. S5E) (Furuta et al., 1997; Imura et al., 2008; Choe and Pleasure, 2018).

Layer V neurons target the spinal cord, cerebellum, striatum and the thalamus (Shipp, 2007) and play roles in movement preparation, movement guidance and the execution of well-timed movements (Baker et al., 2018; Li et al., 2015). The observed decrease in layer V neurons would lead to impaired preparation for and coordination of movement in *Grem1^cKO^* animals and explain the motor balance defect in these animals in comparison with litter mate controls. Emerging evidence suggests that layer VI neurons play a central role in modulating thalamic and cortical neurons during sensory processing (Wang et al., 2016). Our behavioral testing confirmed that loss of Grem1 expression significantly impaired fear sensitivity in *Grem1^cKO^* animals, compared with littermate controls, consistent with a deficiency in layer VI neurons with roles in sensory connections. BMP signaling is known to promote synaptogenesis (Xiao et al., 2013; Shen et al., 2004) and altered synaptogenesis can affect both fear sensitivity and motor abilities (Ha et al., 2016; Wood and Shepherd, 2010). Network analysis of DEG between *Grem1*-expressing TdTomato^+^ and TdTomato^−^ cells from the developing mouse dorsal telencephalon identified a gene cluster of inter-related transcripts in which the BMP target gene, *Id1*, acts as a hub. Genes in the cluster play roles in neuron morphogenesis, synapse and axon maturation (Fig. 2D,E). For example, *Lrrtm3*/*4* encode synapse organizing proteins crucial for the development and function of excitatory synapses (Um et al., 2016; Roppongi et al., 2017; Linhoff et al., 2009). Likewise, *Ryr3* encodes a member of a family of receptors that shape synaptic transmissions(Balschun et al., 1999) by amplifying spike-driven calcium signals in presynaptic terminals, and consequently enhancing the efficacy of transmitter release (Futagi and Kitano, 2015). In *Grem1^cKO^* animals, the mRNA expression of *Lrrtm3* and *Ryr3* was significantly decreased in comparison with littermate controls (Fig. S8B). This is possibly because of a loss of excitatory deep-layer neurons in the gross cortex tissue samples from *Grem1^cKO^* animals compared with *Grem1^flox/flox^* littermate controls, rather than indicating a direct role for Grem1 in the regulation of synaptogenesis. However the potential role for Grem1 and other BMP modulators in neuron morphogenesis, synapse and axon maturation in the developing cortex warrants further interrogation.

In summary, this is the first study to reveal the important function of Grem1 in cortical development. Grem1 is expressed and essential for survival of committed deep-layer cortical neurons. In the future, Grem1 may hold value beyond understanding the cellular biology of brain development and function as we develop new approaches to help tackle complex neurodevelopmental and neurological diseases.

## MATERIALS AND METHODS

### Mice

*Grem1-CreERT* transgenic mice (Worthley et al., 2015) were crossed with *R26-LSLTdTomato* mice [B6.Cg-*Gt(ROSA)26Sor^tm14(CAG−tdTomato)Hze^*/J; JAX 007914] to generate a tamoxifen-induced *Grem1* reporter line. Pregnant dams were administered 6 mg of tamoxifen by oral gavage to induce embryonic *Grem1*-tracing, with some dams bearing 13.5 dpc embryos also intraperitoneally injected with BrdU (Roche, 40 mg/kg) to track cell division. *Grem1^flox/flox^* mice (Gazzerro et al., 2007) were crossed with *Emx1-cre* mice (B6.129S2-*Emx1^tm1(cre)Krj^*/J; JAX 005628) to generate *Emx1-cre*-mediated *Grem1* conditional knockout mice (*Emx1-cKO*). The line was maintained by crossing *Emx1*^*cre/+*^*; Grem1*^*flox/flox*^ mice with *Grem1^flox/flox^* mice.

All mice were on the C57BL6/J background and experimentation was conducted following approval by South Australian Health and Medical Research Institute (SAHMRI) Animal Ethics Committee (approval number SAM284) in accordance with the *Australian Code for the Care and Use of Animals for Scientific Purposes* (8th edition).

### Preparation of single cell suspensions and flow cytometry

Pregnant *Grem1creERT; Rosa26LSLTdTomato* mice were administered tamoxifen at 13.5 dpc. At 14.5 dpc, dorsal telencephalons of the embryos were dissected in cold phosphate-buffered saline (PBS) and the meningeal membranes were removed. Neurocult Enzymatic Dissociation kit (Stemcell Technologies) was used for cell dissociation according to the manufacturer's protocol. Dissociated cells were resuspended in fluorescence-activated cell sorting (FACS) buffer containing DAPI (0.5 µg/ml). Sorting and analyses were carried out on a FACS Fusion flow cytometer (Becton-Dickinson). Dead cells were excluded by gating on forward and side scatter and by eliminating DAPI^+^ events. The cells harvested from cre^−^ littermate control mice were used to set background fluorescence levels. Viable cells were sorted into FACS buffer, collected via centrifugation (300 ***g***) and resuspended in Trizol (Invitrogen) for RNA extraction.

### RNA extraction and mRNA-seq

RNA was extracted from sorted cells in Trizol according to the manufacturer's protocol with the exception of addition of glycogen (20 µg/µl) and isopropanol precipitation overnight at −80°C to maximize yield. RNA quality and quantity were analyzed using a NanoDrop and TapeStation (Thermo Scientific). Total RNA was converted to strand-specific Illumina-compatible sequencing libraries using the Nugen Universal Plus mRNA-Seq library kit from Tecan (Mannedorf) as per the manufacturer's instructions (MO1442 v2). Briefly, 500 ng of total RNA was polyA selected and the mRNA fragmented before reverse transcription and second strand cDNA synthesis using dUTP. The resultant cDNA was end repaired before the ligation of Illumina-compatible barcoded sequencing adapters. The cDNA libraries were strand selected and PCR amplified for 12 cycles before assessment by Agilent Tapestation for quality and Qubit fluorescence assay for quantity. Sequencing pools were generated by mixing equimolar amounts of compatible sample libraries based on the Qubit measurements. Sequencing of the library pool was performed with an Illumina Nextseq 500 using single read 75 bp (v2.0) sequencing chemistry.

### Bioinformatic analysis

#### RNA-seq data processing

Fastq files from the sequencing run were subjected to quality controls with FastQC version 0.11.3. Raw reads with low quality were removed using Trim Galore alignment (Phred score less than 28 and/or reads contains adaptor sequences). After trimming, all bases with low quality scores and adaptor sequences were removed. The trimmed reads were mapped to Ensembl mouse genome (GRCm38) with STAR 2.4.2a. No more than one base mismatch was allowed. Only uniquely mapped reads were retained. Option -quantMode was enabled to generate gene level quantification. The counts files were then merged into an expression table for downstream differential expression analysis.

#### Differential expression analysis

DEG between the *TdTomato*^+^ (*Grem1*^+^) and *TdTomato*^−^ (*Grem1*^−^) populations were analyzed with edgeR packages in R version 3.6.0 (Robinson et al., 2010). Reads were inspected through a multidimensional scaling plot and outliers were removed. Weighted trimmed mean of M values (TMM) normalized counts were log2-transformed and counts per million (CPM) obtained. Paired comparisons between the *TdTomato*^+^ (*Grem1*^+^) and *TdTomato*^−^ (*Grem1*^−^) populations were performed. DEG reported as significant were selected by requiring both adjusted *P*-value (FDR) ≤0.05 and absolute value of log2 fold change ≥2.0.

#### Supervised Weighted Gene Correlation Network Analysis (WGCNA)

Only DEGs were used for subsequent network analysis. The gene network was constructed using the R package supervised weighted gene correlation network analysis (WGCNA) following the procedure previously described (Langfelder and Horvath, 2008). After the low expression genes (FPKM<1) had been filtered out from all gene expression libraries, Pearson's correlation-based adjacency was calculated on the basis of pairwise correlations of gene expression within *TdTomato*^+^ (*Grem1*^+^) samples. Topological overlap of the correlations was used to weight the edges of the correlation network. The higher the weight, the stronger the interaction between two genes. Connectivity for a single gene was calculated as the sum of weights relative to the rest of the genes, and the top 5% of genes with the highest connectivity in the network defined as hub genes. For visualization, a heat map was generated using the TOMplot() function in WGCNA R package (version 1.68), with dissimilarity topological overlap (1– topological overlap), employed for hierarchical clustering. To generate the network plot, the weights of the network were cut off at 0.1. Hypergeometric enrichment tests for each module-defined gene list were performed with the enricher() function, as part of clusterProfiler R package version 3.13.0 (Yu et al., 2012). Bonferroni adjustment for *P*-value was used, only gene sets with an adjusted *P*-value <0.05 were considered for interpretation of the biological function modules.

#### Gene set enrichment analysis

To use the Molecular signatures database (MSigDB), we accessed all gene sets (.gmt file, version 6.2) from the Broad Institute, MA, USA, and chose a subset for further analyses including BioCarta, Hallmark, Gene Ontology (GO), Kyoto Encyclopedia of Genes and Genomes (KEGG), Pathway Interaction Database and the Reactome Pathway Database. To enable cross species comparisons, mouse gene ensembl IDs were converted to human orthologous gene symbols using biomaRt R package, version 2.41.7 (Durinck et al., 2009). Humanized gene lists for the whole transcriptome were ranked based on logfc values by comparing TdTomato^+^ and TdTomato^−^ cells. The R package clusterProfiler version 3.13.0 (Yu et al., 2012) was used to scan through all the gene sets mentioned above, using Benjamini–Hochberg adjusted *P*-values.

#### Analysis of publicly available scRNA-seq dataset

scRNA-seq raw expression data was accessed for human mid-gestational brain (22 and 23 weeks post-conception) cortex samples from GSE103723 (Fan et al., 2018). The cells from two individual samples were grouped together, with the sum of reads calculated for each gene to represent the data structure of bulky transcriptomics. The limma package (Ritchie et al., 2015) was used to remove batch effects with removeBatchEffect() and to generate multidimensional scaling plots. To understand the expression pattern of human *GREM1* and its possible contribution to neural differentiation, normalized counts and tSNE coordinates were employed for visualization using plots generated with ggplot2 package in R environment (Wickham, 2009). To investigate cell types expressing BMP antagonists, Pearson's chi-squared test of independence was performed in the R environment with chisq.test() function. Testing variables were gene expression categorized into high and low by median expression, and using cell type identifiers from the original scRNA-seq study (Fan et al., 2018). Scaled standardized residuals for each gene were used to plot the heatmap using the ComplexHeatmap package (Gu et al., 2016).

To examine the neural cell populations of the cortex expressing *Grem1* throughout developmental stages with single cell resolution in mice, we re-analyzed an scRNA-seq dataset with R version 4.0.3 (Yuzwa et al., 2017). Data were obtained from the Gene Expression Omnibus (GSE107122). We combined E11.5, E13.5, E15.5 and E17.5 together and analyzed with Seurat version 3.0 (Stuart et al., 2019). Data were firstly clustered by setting the dimension 1 to 16 and the resolution at 2 to obtain larger cell numbers within each cluster. Markers for each cluster were calculated through the FindAllMarkers() function, using receiver operating characteristic (ROC) analysis with minimum fraction set at 0.25 and log fold change set at 0.25. The top markers for each clusters were compared with the markers list from the original publication and clusters condensed to eight clusters according to the authors’ original markers: apical precursor – Sox2, Pax6, Hes1, Hes5, Pcna, Ung; proliferative RGC – Sox2, Pax6, Hes1, Hes5, Slc1a3, Ki67; nonproliferative RGC – Sox2, Pax6, Hes1, Hes5, Slc1a3; excitatory neuron – Tbr1, Tuj1, Satb2, Bhlhe22; newborn neuron – Tbr2, Tuj1, Tbr1, Foxp2, Rein; intermediate progenitor (IP)/excitatory neuron – Tbr2, Sstr2, Mfap4, Unc5d, Sema3c, Tuj1, Tbr1; apical IP – Tbr2, Gadd45g, Ngn1 (Neurog1), Ngn2 (Neurog2), Btg2, Sstr2, Mfap4; basal IP – Tbr2, Neurod1, Pam, Slc17a6, Sstr2, Mfap4 (Yuzwa et al., 2017). To examine the association between expression of genes of interest (BMP pathway and additional marker genes) and cell clusters, we categorized the expression of genes of interest into high and low expression groups at median expression. We then performed chi-squared tests using base function chisq.test() to look for correlations between gene expression and cell cluster. The standardized residuals for each gene were then visualized using a heatmap with ComplexHeatmap package (Gu et al., 2016).

### *In situ* hybridization

ISH analyses were performed on frozen mouse tissue samples using RNAscope technology (RNAscope 2.5 HD Detection Kit, Advanced Cell Diagnostics) following the manufacturer's instructions. Briefly, tissue sections were fixed by 4% paraformaldehyde (PFA) for 15 min, followed by incubation with an H_2_O_2_ solution (Pretreat 1 buffer) for 10 min at room temperature. Slides were boiled in a target retrieval solution (Pretreat 2 buffer) for 5 min, followed by incubation with a protease solution (Pretreat 3 buffer) for 30 min at 40°C. Slides were incubated with a mouse *Grem1* probe and a negative control probe (NM_011824.4, region 398-1359, catalogue number 314741 and 310043) for 2 h at 40°C, followed by successive incubations with signal amplification reagents. ISH staining was visualized with alkaline phosphatase substrate and Fast Red. Combined ISH/IHC was undertaken by first performing ISH, followed by IHC. For IHC following ISH, the sections were blocked with blocking buffer (X0909, Dako) and then incubated with a primary antibody (rabbit polyclonal anti-RFP, Rockland, 600-401-379, 1:1000) overnight at 4°C. The sections were washed in 1× phosphate-buffered saline 0.1% v/v Tween (PBST) three times and then incubated with HRP-conjugated secondary antibody (Vector Laboratories, PI-1000-1, 1:200) for 60 min at room temperature. IHC staining was visualized with Universal Elite ABC Kit (PK6101, Vector Laboratories) and DAB (K3468, Dako) and slides were counterstained with hematoxylin, dehydrated in ethanol, cleared in xylene and coverslipped. Cells expressing more than one ISH signal were regarded as positive for *Grem1* RNA.

### Real time RT-PCR

RNeasy mini kits (Qiagen) were used to isolate RNA from snap-frozen mouse brain tissues. RNA was reverse-transcribed into cDNA with cDNA master (Sigma-Aldrich). PCR amplification was performed with Kappa Sybr qPCR mix or Kappa Probe qPCR mix using QuantStudio7 (Applied Biosystems). The mouse *Gapdh* gene was used as an endogenous control. The following primers were used: TaqMan probes and primers – *gremlin 1* (IDT, Mm.PT.58.11631114), *Id1* (IDT,Mm.PT.58.6622645.g), *Id2* (IDT, Mm.PT.58.13116812.g), *Id3* (IDT, Mm.PT.58.29482466.g), *Id4* (IDT, Mm.PT.58.6851535); Sybr primers – *Gapdh*-forward AAGGTCATCCCAGAGCTGAA, Gapdh-reverse CTGCTTCACCACCTTCTTGA, *Ryr3*-forward TGCTGTCGCTTCCTTTGCTA, *Ryr3*-reverse CATCGATGGGGACGCTAGAC, *Lrrtm3*-forward TAGCAAATCAGGCTCCAGGG, *Lrrtm3*-reverse GAGTTCATGATGGACCCCACA, *MAG*-forward CCAGTACACCTTCTCGGAGC, *MAG*-reverse TCCGGCACCATACAACTGAC, *Gfap*-forward ACCGCATCACCATTCCTGTA, *Gfap*-reverse TGTGACTTTTTGGCCTTCCC, *Slc17a7*-forward CTTTTTGCGCAGTCGTCACA, *Slc17a7*-reverse GAGTATCCGACCACCAGCAG.

### Immunohistochemistry

To collect 14.5 dpc, 17.5 dpc and 20.5 dpc embryonic brains, euthanized pregnant dams immediately underwent cardiac perfusion with 4% PFA. Whole embryos at 14.5 dpc or dissected embryonic brains for 17.5 and 20.5 dpc were fixed in 4% PFA at 4°C overnight. Embryos and brains were then cryoprotected in 30% sucrose and frozen in OCT embedding medium. Then, 16 µm sections were cut using a Leica CM1900 cryostat. To make paraffin sections, samples were post fixed in 10% neutral buffered formalin overnight and processed. Then, 5 µm sections were cut using a Leica HM325 microtome. Sections were blocked with Protein Block Serum-Free (Dako) for 1 h at room temperature, incubated overnight with first antibody at 4°C, secondary antibody for 1 h at room temperature, and coverslipped with Vectashield Antifade Mounting Medium (Vector Laboratories). The following antibodies were used: anti-TBR1(Abcam, ab183032, 1:400), anti-NeuN (Abcam, ab104225, 1:500), anti-β tubulin III (Sigma-Aldrich, T5076, 1:400), anti-O4 (R&D Systems, MAB1326, 1:500), anti-GFAP (Dako, Z0334, 1:250), anti-FOXP2 (Abcam, ab16046, 1:10,000), anti-Ctip2 (Abcam, ab18465, 1:800), anti-CDP (Santa Cruz Biotechnology, sc-13024, 1:400), anti-BrdU (Abcam, ab6326, 1:600), anti-RFP (Rockland, 600-401-379, 1:1000), anti-Sox2 (Millipore, AB5603, 1:400), anti-Pax6 (Millipore, AB2237, 1:100), anti-TBR2 (Abcam, ab183991, 1:400), anti-Ki67 (Cell Signaling Technology, #12202, 1:200), anti-cleaved caspase 3 (Cell Signaling Technology, #9661, 1:400), anti-phospho SMAD1/5/8 (Millipore, AB3848-I, 1:200). Images were acquired on a Leica SP5 spectral scanning confocal microscope.

### Neural stem cell and progenitor cell culture

Before seeding cells, tissue culture dishes were coated with poly-D-lysine (PDL) (100 µg/ml) and laminin (10 µg/ml). Embryonic NSPCs were isolated from pregnant mice at 14.5 dpc. Dorsal telencephalons were dissected from each embryo in PBS, meningeal membranes removed and the tissue triturated to a single cell suspension. Cells were cultured in NeuroCult Proliferation Medium containing 20 ng/ml epidermal growth factor (EGF) (Stemcell Technologies). For differentiation assays, cells were seeded onto four-well chamber slides (Thermo Fisher Scientific, #NUN177399) in Neurocult Differentiation medium (Stemcell Technologies). To induce recombination or overexpression of *Grem1*, cells collected from Grem1^flox/flox^ embryos were infected with plenti-EF1-*Cre-2a-sfGFP-2a-puro*, plenti-EF1-*Grem1*-*2a-sfGFP-2a-puro* or plenti-EF1-*2a-sfGFP-2a-puro* lentivirus, and transduced cells were selected using puromycin for 5 days and used for experiments before passage 5. Lentivirus plasmids psPAX2 and MD2.G were transfected to 293T cells to generate lentivirus, and viral supernatant was concentrated using Amicon-Ultra 100k spin columns. To assess neurosphere forming ability, cells were seeded in 6-well uncoated plates (1.6×10^5^ cells per well) and cultured for 5 days. The number of neurospheres sized 50-100 µm and >100 µm was counted. For cell viability assays, NSPCs were seeded in 96-well coated plates (1×10^4^ cells per well) and RealTime-Glo™ MT Cell Viability Assay (Promega) was used with the continuous-read protocol at 0, 24, 52 and 72 h. Recombinant human BMP2 (Prospec) was added to the differentiation medium.

### Luciferase assay

BMP pathway activity was measured using the BMP response element luciferase reporter pGL3 BRE luciferase (Addgene plasmid #45126), internal control pRL/TK-luciferase reporter and the dual luciferase reporter assay kit (Promega). NSPCs were seeded in coated 24-well plates (1.6×10^5^ cells per well) and transfected with the reporter plasmids using xTremeGENE HP DNA transfection reagent (Roche). Cells were collected 48 h after transfection using Passive lysis buffer (Promega). The pGL3 empty vector was used as a control for BMP-independent changes in reporter activity.

### Western blot

Cell lysates were solubilized with M-PER Mammalian Protein Extraction Reagent (Thermo Scientific) containing complete protease and phosphatase inhibitors. Lysates were separated by SDS-PAGE and transferred to PVDF membranes (Millipore). After blocking with 5% nonfat skim milk in PBST for 30 min at room temperature, the membranes were incubated overnight at 4°C with anti-gremlin 1 antibody (R&D Systems, AF956, 1:1000) or anti-β-actin (Santa Cruz Biotechnology, sc-47778, 1:1000) in 0.5% nonfat skim milk in PBST. Membranes were washed with PBST and incubated with alkaline phosphatase-conjugated secondary antibodies (anti-rabbit IgG and anti-mouse IgG, GE Healthcare Life Sciences, NA934, NA931, 1:10,000) for 1 h at room temperature. Finally, the blot was visualized with Immobilon HRP substrate (Millipore) using a Chemi Doc XRS1 (Bio-Rad).

### Behavioral tests

Mice were submitted to Rotarod, open field, elevated plus maze and Y maze tests at the age of 7-10 weeks. Mice in their home cages were acclimatized to the behavior suite for at least 30 min before testing. The data was acquired blindly to the genotype.

Rotarod: animals were placed on the rotarod (Panlab/Harvard Apparatus) that linearly increased rotation speed from 4 to 40 rpm during a 120 s period. An accelerating protocol was employed to eliminate the need for habituation to the rotarod. This procedure was repeated for a total of three trials per mouse, separated by 15 min inter-trial intervals and the mean latency to fall from the rotarod in seconds was compared between wild-type littermate controls and *Grem1^cKO^* mice to assess motor coordination.

Open field test: the open field test was conducted in four identical square arenas (50×50×50 cm) surrounded by walls. Mice were individually placed in a corner of a clean arena and allowed to explore for 10 min. For the purpose of data collection, the arena was conceptually partitioned into two zones: a virtual center zone of 23×23 cm and a peripheral zone occupying the remaining area. A lower percentage of time spent in the center zone was used to indicate a higher level of anxiety.

Elevated plus maze test: the elevated plus maze consisted of a central square (8×8 cm) and four arms (29 cm long×8 cm wide, two open arms with no railing and two closed arms enclosed by a transverse wall 20 cm in height). A mouse was placed in the center of the central square facing the open arm and allowed to explore the maze apparatus for 10 min. The time spent in any of the open arms was recorded and used as a measure of anxiety.

Y-maze test: the apparatus consisted of three arms with an angle of 120° between each of the two arms. Each arm was 40 cm long×8 cm wide×15 cm high. Visual cues were placed on the walls of the mazes. The Y-maze test consisted of two trials separated by an inter-trial interval (ITI) to assess spatial recognition memory. The first trial (training) had a 5 min duration and allowed the mouse to explore only two arms of the maze, with the third arm (novel arm) being blocked. After 30 min ITI, the second trial was conducted, during which all three arms were accessible for 5 min. Trials were recorded using a ceiling-mounted camera and analyzed by a video analyzer (Ethovision XT, Noldus) to determine the period that each mouse spent in each arm of the maze.

### Statistics

All statistical analyses were performed using Graphpad prism 8, with methods and values summarized in each figure legend.

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

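RNA was sequenced from live TdTomato+ and TdTomato- cells sorted from *Grem1* reporter embryos at 14.5 dpc, 1 day after tamoxifen. The authors deposited raw counts of reads per gene for 10 libraries, a TdTomato+ and a TdTomato- library for each of 5 mouse numbers. Before depositing the counts, the authors trimmed adaptors and bases with a Phred score under 28, aligned the reads with STAR to GRCm38 with at most 1 mismatch, kept uniquely mapped reads and counted them with the quantMode option. The annotation release and the strand column of these counts are not named in the text of the paper, so counts of overlapping genes are uncertain. The paper states that outliers were removed after inspection of a scaling plot and that transcripts with low expression were left out of the network analysis. The counts analysed here were those of all 10 libraries.

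The 14300 genes of the table all have more than 0.5 CPM in at least 5 libraries, and the fifth-largest CPM of a gene was never under 0.501. Genes under that level were not analysed here. Symbols, coordinates, exonic length, GC content and overlap with other genes were taken from the GENCODE annotation of GRCm38, which matched 14271 of the gene identifiers and left 29 without a symbol. Total counts per library were 23429034 to 27286180. A count of 3 or less was taken as the floor, which corresponds to 0.104 to 0.136 CPM, and the floor covers counting error only. There were 102 genes at or under the floor in every TdTomato+ library and 7 in every TdTomato- library, and a fitted fold change of such a gene is not a bound. The libraries were of similar depth, so counting error differed little between them.

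Differential expression was tested with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM, glmQLFit and glmQLFTest, mouse number as a block, prior count 0.125 in fitted log2 fold changes), with Benjamini-Hochberg adjustment over 14300 genes, and thresholds of 0.05 on adjusted p and 2 on the absolute log2 fold change. The paper describes paired comparisons, and each mouse number carries both populations. The numbers were checked from the deviations of libraries from their group means, whose correlation across genes was 0.303, 0.268, 0.281, 0.186 and 0.316 for mice 2 to 6, and −0.312 to 0.212 between libraries with different numbers. Log2 CPM used a prior count of 2. Gene lists were tested with camera in limma 3.58.1, with fry, and with fgsea 1.28.0. A list of 1 gene and the lists written after the first fold changes had been seen were described only. The lists were for glutamatergic, GABAergic and dopaminergic neurons, vesicle release, BMP targets, deep and upper cortical layers, subplate, Cajal-Retzius cells, proliferation, immediate early genes, endothelium, pericytes, meninges, microglia, erythroid cells and Y-linked genes, besides the genes of the figures. Lists for striatal neurons, subpallial and pallial progenitors, diencephalon, midbrain and hindbrain, choroid plexus, the *Hs3st* family and other heparan sulfate enzymes were written after the first fold changes had been seen.

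The genes named in the text were chosen by a rule set before the data were examined. They are every gene that the paper names for these libraries, the members of reported lists, and the 5 genes with the largest increase and the 5 with the largest decrease among genes with an adjusted p of 0.05 or less, a mean log2 CPM of at least 3 and the same direction in all 5 mice. Genes of the lists written later are outside it. Some genes that this rule covers are not reported here by name and were left out of the comparison of single libraries within groups, but stay in the counts and list tests.

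The procedure was tested on simulated counts drawn from the means of the TdTomato- libraries and the sizes of all libraries, with no mouse effect. Of 200 genes with a planted log2 change of 3, 198 passed the count filter, and 100% of these passed both thresholds. No unchanged gene passed both, and 10 unchanged genes had an adjusted p of 0.05 or less, of 14131 tested. With no gene changed, 1 of 14123 genes had an adjusted p of 0.05 or less, and 664 had an unadjusted p under 0.05.

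The alternatives set before the data were examined were RLE and upper-quartile normalization, DESeq2 1.42.0, no count filter, a filter of more than 1 CPM in at least 5 libraries, no mouse block, TREAT against 2, a prior count of 2 in the fitted fold changes, robust estimation, each mouse left out in turn, and for lists the other tests. Other splits of the 10 libraries were also fitted, 16 that part every mouse pair and 34 drawn at random from the others, 50 in all of 126 possible. With the mouse as a block, only the pairs that a split parts and their directions enter the fit, so these 50 splits are 45 distinct fits of 61 possible. After the data had been seen, the GABAergic list was also tested without the genes that the progenitor lists hold. The correlation network, the published gene sets, the human cells and the published single-cell data were not analysed here.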

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

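The tests of *Sox2* and *Fabp7* in mouse 2 were chosen only after their values were seen, and those of GC content, length, normalization and shared reads were set before their outcome was known.

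In 3 of the 150 groups of 5 libraries examined, 1 library lay apart from the rest, with a gap to its nearest neighbour of more than 0.71 of the whole range. Chance gives 7.5 such groups. The ratio of gap to range was 0.829 for *Sox2* and 0.823 for *Fabp7*, both lowest in the TdTomato+ library of mouse 2, at 1.58 and 2.64 log2 CPM against 2.78 to 3.03 and 3.44 to 3.61 in the other TdTomato+ libraries. It was 0.804 for *Baiap2*, highest in the TdTomato- library of mouse 6 (4.67 log2 CPM against 4.30 to 4.37). Each of these genes kept its direction and its call with that mouse left out. A candidate explanation for the low *Sox2* and *Fabp7* is that fewer TdTomato- cells were carried into the TdTomato+ library of mouse 2. Of the 18 GABAergic genes, 6 were lowest in that library, against 7 in the TdTomato+ library of mouse 6, whereas 12 of the 16 proliferation genes and all 6 erythroid genes were lowest in mouse 2. Carry-over and a difference in the sorted progenitors themselves cannot be told apart from 1 library. No explanation was tested for *Baiap2*, and no biological explanation was tested for any of the 3.

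The paper does not discuss the genes with the largest increases in TdTomato+ cells. These were *Hs3st3b1* (log2 fold change 5.11, s.e. 0.10), *Mc4r* (4.80, s.e. 0.09), *Rgs6* (4.80, s.e. 0.10), *Pdzd2* (4.65, s.e. 0.12) and *Hs3st2* (4.54, s.e. 0.19). *Mc4r*, which encodes a melanocortin receptor, was at 104±19.6 CPM in TdTomato+ and 3.70±0.715 CPM in TdTomato- cells (n = 5), *Rgs6* at 246±17.9 and 8.96±2.23 CPM, and *Pdzd2* at 90.9±23.2 and 3.53±0.445 CPM. All 5 mice had the same direction. Across the alternatives, the log2 fold change was 4.74 to 4.85 for *Mc4r*, 4.71 to 4.89 for *Rgs6*, 4.55 to 4.75 for *Pdzd2*, 5.05 to 5.26 for *Hs3st3b1* and 4.38 to 4.78 for *Hs3st2*. A difference between the sorted populations is the contrast of the design, and which cells of the TdTomato+ fraction express these genes was not tested.

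*Hs3st2*, *Hs3st3b1* and *Hs3st4* (4.19, s.e. 0.36) encode heparan sulfate 3-O-sulfotransferases. *Hs3st4* was chosen after its value was seen. *Hs3st5* was also higher (2.98, adjusted p = 4.2e-06, edgeR), *Hs3st1* was slightly lower (−0.28, adjusted p = 0.0094), and *Hs3st6* was not analysed here. These directions held under each normalization, but *Hs3st1* was not called without the mouse block (adjusted p = 0.092, against 0.0045 to 1 over its alternatives). GC content and length did not account for the increase, since the smallest of the 3 was 4.51 after their trend over all genes was removed. *Hs3st3a1*, the closest relative of *Hs3st3b1*, had a log2 fold change of −2.23, but with 2 to 9 counts in the TdTomato+ libraries and 32.9% of its exonic length overlapping another gene it does not decide whether reads were shared between relatives. The authors kept uniquely mapped reads, and shared reads and a true increase cannot be told apart for that pair. The 13 other genes of heparan sulfate synthesis had a median log2 fold change of −0.27, 2 higher and 6 lower.

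*Id2* was higher in TdTomato+ cells, at 324±47.5 CPM against 109.5±21.2 CPM in TdTomato- cells (log2 fold change 1.57, s.e. 0.05, adjusted p = 1.5e-08, edgeR, higher in 5 of 5 mice), opposite to *Id1*, *Id3* and *Id4*. The increase was 1.78 after the trend with GC content and length was removed and 1.55 under the normalization that gave the lowest value, so neither accounts for it. It is under the fold change threshold of the paper. In TdTomato+ cells *Id2* was the most abundant of the 4 *Id* genes. A difference in cell type between the sorted populations stays open as an explanation and was not tested.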

How the results depend on the processing

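The alternatives below were set before the data were examined, except the reduced GABAergic list, and the tests of other splits were set before their outcome was known.

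The number of DEGs was 1850 with RLE normalization, 1856 with upper-quartile normalization, 1849 with robust estimation, 1875 with DESeq2, 1846 without the mouse block, 1741 with a prior count of 2 and 1588 with the filter of more than 1 CPM, and 1831 to 1866 across the 5 fits that each left out one mouse. Of the main 1850, 1848 were shared with DESeq2, 1832 with the fit without the block and 1845 with RLE normalization, and at least 1783 with each fit without a mouse. DEGs higher in TdTomato+ cells numbered 446 to 468 and those lower 1365 to 1403 without 1 mouse. Removing the count filter changed nothing, since the table holds no gene that the filter removes, and it says nothing about stability. TREAT against 2 called 1350 genes in all, 273 of them higher in TdTomato+ cells, and 13 of the 23 markers of Fig. 3A. These falls follow from its construction, since it asks that the fold change exceed the threshold beyond its error. The share of DEGs that were lower was 79.8% under TREAT and 75.3% in the main setting. Without the mouse block, 10674 genes had an adjusted p of 0.05 or less (461 DEGs higher and 1385 lower), and *Bmpr2* (adjusted p = 0.054, range 0.0081 to 1 over its alternatives) and *Hs3st1* were no longer called. The block changed no other call among the named genes and none for the 4 neuronal lists, but without it camera no longer called some lists, among them those of BMP targets (adjusted p = 0.056), Cajal-Retzius cells (0.056), erythroid cells (0.081) and immediate early genes (0.18). The erythroid list was not called without mouse 2, 5 or 6 either, nor the immediate early list without mouse 2.

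*Grem1*, *Id1*, *Id3* and *Id4* kept their direction and their call under every alternative, with log2 fold changes of 3.32 to 3.44, −3.12 to −2.96, −4.67 to −4.06 and −3.57 to −3.35. The 22 called markers of Fig. 3A and the 31 genes of Fig. 2E were called in every fit without 1 mouse. *Fst* was not called in the main setting (log2 fold change 0.11, adjusted p = 0.70) and ran from −0.090 to 0.36 across the 5 fits without a mouse, below 0 without mouse 3 (−0.090) and without mouse 4 (−0.07). *Foxp2* (−0.52, adjusted p = 0.081) was called, of the alternatives run, only without mouse 6 (−0.74, adjusted p = 0.016, range 0.016 to 1). *Bmpr2* (0.14) was not called without mouse 3 or mouse 5. Each gene and each median of the other lists was compared with its main value under each alternative. Of these comparisons, 44 were weaker, 1 was stronger, 1 moved and 2 reversed, both of *Fst*, so a gene can enter more than 1 time. The calls of these lists are not in this count. Many of the weaker comparisons are those of TREAT. A gene whose log2 fold change is under 2 in size must fail there, which says nothing about its stability. For *Bmpr2*, *Hs3st1* and *Foxp2*, the upper end of the range of adjusted p is that of TREAT.

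For the glutamatergic, vesicle release and GABAergic lists, the call depended on the correlation between genes. With it estimated from the libraries, camera gave adjusted p of 0.25 for the glutamatergic list (median 1.42), 0.21 for vesicle release (median 1.22) and 0.21 for the GABAergic list (median −4.01), in place of 0.0050, 8.2e-08 and 8.2e-08 with the preset value. Unadjusted, these were 0.045, 0.024 and 0.030. The GABAergic list shares 6 genes with the progenitor lists. Without these, an alternative chosen after seeing the data, all 12 genes left were lower, with a median of −3.90 and an adjusted p of 1.6e-05 with the preset and 0.21 with the estimated correlation. The rotation test called the dopaminergic list higher (adjusted p = 0.0048, range 0.0048 to 0.59) although its median was −3.22, and the cause was not tested. Without 1 mouse the medians were 1.20 to 1.49, 1.21 to 1.28, −4.15 to −3.84 and −3.36 to −3.003 in that order. The share of variance on the first dimension was 88.1% over all genes in place of 85.3%, and that among TdTomato+ libraries was 40.1% with a prior count of 0.5 in place of 46.1%.

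Splitting the 10 libraries otherwise tests whether the results follow the populations. Of the 16 splits that part every mouse pair, 1, the real one, gave as many DEGs, as many of them higher or lower, as many genes with an adjusted p of 0.05 or less, as many called markers of Fig. 3A and as many called genes of Fig. 2E. Each of the 49 other splits fitted called 0 genes on each of these counts. With the mouse as a block, pairs that a split does not part carry no information, so the 50 splits fitted are 45 distinct fits, 44 besides the real one. The other splits mix the populations, which inflates their residual spread. Since 1 of 16 is a share of 0.0625, this design cannot give a share under 0.05. The number of TdTomato+ and of TdTomato- libraries in a group differs by at least 1 in every split, so each keeps part of the real contrast, and for lists of genes the other splits are no measure of chance.

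All libraries had at least 23429034 counts, so depth limits mainly rare transcripts. In TdTomato+ cells *Id3* had 5 to 13 counts and *Th* 1 to 13 counts per library, and their fold changes are less precise (s.e. 0.28 and 0.35) than that of *Grem1* (0.07).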

Differences from the paper's values

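The log2 fold changes read from Fig. 2B were 3.4 for *Grem1*, −3.0 for *Id1*, −4.3 for *Id3* and −3.5 for *Id4*. The values here were 3.37, −3.06, −4.31 and −3.46 in that order. The number of DEGs was 1850 against the paper's 1845, and none of the alternatives set before the data were examined gave exactly that number.

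The paper shows *Fgfr2* among the DEGs of Fig. 2E. Its log2 fold change here was −1.96, under the threshold of 2. It passed the threshold with DESeq2 (−2.07), with a prior count of 2 in the fitted fold change (−2.06), without mouse 2 (−2.17), without mouse 5 (−2.07) and without mouse 6 (−2.26), and did not with RLE normalization (−1.96), with upper-quartile normalization (−1.98), with the filter of more than 1 CPM (−1.96), with robust estimation (−1.96), without the mouse block (−1.70), under TREAT, without mouse 3 (−1.71) or without mouse 4 (−1.63).

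The paper reports that a GABAergic gene set was not enriched in either direction, with a set other than the list used here. The 18 genes of the list used here were all lower in TdTomato+ cells, with a median log2 fold change of −4.01, and fgsea gave a normalized enrichment score of −2.01 (adjusted p = 1.3e-06). Of the alternatives set before the data were examined, camera with the correlation estimated from the libraries did not call the list (adjusted p = 0.21). The list shares 6 genes with the progenitor lists, and its 12 other genes had a median of −3.90, a comparison chosen after seeing the data. For the dopaminergic list, fgsea gave −1.20 (adjusted p = 0.39), not called here either, although fry called it.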

Other observations

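The tests of progenitors, subpallial cells, other brain regions and embryo sex were chosen only after related values had been seen, and those of normalization, GC content and low counts were set before their outcome was known.

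The libraries of mice 2, 3 and 4 carried transcripts of both sexes. *Xist*, which is transcribed from the inactive X chromosome of female cells, had 12552 to 30844 counts in these 6 libraries, and the lowest count of a Y-linked gene (*Eif2s3y*, *Kdm5d* or *Uty*) was 179. The libraries of mouse 5 had 31021 and 36335 counts of *Xist* and 2 and 15 counts of *Eif2s3y*. Those of mouse 6 had 883 and 934 counts of *Xist* and 944 and 1149 counts of *Eif2s3y*. Both libraries of a number had the same pattern. A library from 1 embryo would carry *Xist* or Y-linked transcripts at such levels, not both, so the lowest count of 179 is consistent with libraries of mice 2, 3 and 4 made from pooled embryos of both sexes. The text of the paper gives 5 mice and does not say whether a number stands for an embryo or a litter. The low *Xist* of mouse 6 was not explained here, and sex of the embryos was not tested against any other result.

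The fall of *Id1*, *Id3* and *Id4* in TdTomato+ cells may have an explanation besides lower BMP signaling in these cells. The 13 progenitor markers of Fig. 3A had a median log2 fold change of −4.63, so the TdTomato- fraction is rich in progenitors, and a candidate explanation for the fall is *Id* expression in progenitors. After the trend with GC content and length was removed, the smallest fall of the 3 genes was −2.80, so these do not account for it. A change of cell type and a change of BMP signaling within a cell type cannot be separated in sorted populations, which was not tested further. The BMP target list, which holds the *Id* genes of the paper, had a median of −2.08 over 10 genes (camera adjusted p = 0.040), 8 lower, 1 higher and 1 not called. With the correlation estimated from the libraries camera did not call the list (adjusted p = 0.30), nor did fgsea (0.081), and fry did (9.6e-06). *Smad6* fell (−2.54, adjusted p = 6.8e-06, edgeR), *Smad7* less (−0.48, adjusted p = 0.0015), and *Atoh8* was not called (0.14).

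More DEGs were lower (1393) than higher (457) in TdTomato+ cells. Another normalization changed the share that was lower by at most 0.565 percentage points. Of the 850 DEGs with a mean log2 CPM of at least 3, 71.3% were lower, so genes with few counts do not account for the balance. A narrow TdTomato+ population compared with a TdTomato- fraction of many cell types may give such a balance, which was not tested.

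The TdTomato- libraries held transcripts of subpallial genes. All 12 genes of the striatal neuron list were above 3 counts in every TdTomato- library, among them *Ebf1* (92.9 CPM), *Zfp503* (68.4 CPM), *Six3* (55.8 CPM) and *Isl1* (51.2 CPM), as were the 10 subpallial progenitor genes, among them *Dlx1* (452 CPM) and *Nkx2-1* (68.7 CPM). Of the 12 midbrain and hindbrain genes, 1 was in the table (*Pax5*, 1.68 CPM in TdTomato- cells and at or under the floor in TdTomato+ cells). Passing 3 counts carries little information, since the table holds only genes of more than 0.5 CPM in at least 5 libraries. All 9 diencephalic and all 3 choroid plexus genes in the table passed too. The count of 12 therefore does not decide whether the TdTomato- fraction held subpallial cells other than migrating interneurons. Levels say more than the count. The subpallial progenitor list had a median of 17.4 CPM in TdTomato- cells and the pallial progenitor list 95.6 CPM. *Gsx2* of the first list was at 14.9 CPM and *Neurog1* of the second at 14.7 CPM. These levels go with subpallial progenitors in the TdTomato- fraction, whose share was not estimated. *Drd2* of the striatal list is also in the dopaminergic list, and how many of the others dorsal cells express was not tested. The striatal list had a median log2 fold change of −3.94, with 11 genes lower and *Ppp1r1b* higher (3.27), the subpallial progenitor list −4.92 and the pallial progenitor list −4.31, with all of their genes lower. The GABAergic list holds 6 genes that the progenitor lists also hold, among them *Gsx2* (−6.58), its lowest value, so part of its fall restates that of progenitors. Its 12 other genes had a median of −3.90 (camera adjusted p = 1.6e-05, or 0.21 with the estimated correlation), a test chosen after seeing the data. How much of the GABAergic difference comes from the region dissected stays open.

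The gene of the other main vesicular glutamate transporter, *Slc17a6*, went against *Slc17a7*. It was at 10.8±3.31 CPM in TdTomato+ and 61.5±9.40 CPM in TdTomato- cells (log2 fold change −2.54, adjusted p = 1.4e-07, edgeR, lower in 5 of 5 mice). For single-cell clusters, the methods of the paper list *Slc17a6* as a marker of basal intermediate progenitors. They list it with *Eomes* and *Neurod1*, which were also lower in TdTomato+ cells. Of the 24 genes of the diencephalon and of the midbrain and hindbrain lists, 10 were in the table, 9 of them diencephalic, and all 10 were lower in TdTomato+ cells (median −2.44 for the diencephalon, and −3.79 for *Pax5* with its TdTomato+ value placed at the floor, which is a bound). *Tcf7l2*, the most abundant, was at 106 CPM in TdTomato- cells. *Calb2* is also in the Cajal-Retzius list, and genes absent from the table exclude nothing, so cells of those regions and cortical cells with *Slc17a6* cannot be told apart.

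The markers of cortical layers did not move together. The deep layer list had a median of 2.32 (camera adjusted p = 0.0011, or 0.21 with the correlation estimated from the libraries, and 0.0012 by fgsea), with 7 of 8 genes higher and *Foxp2* not called (−0.52, higher in 1 of 5 mice). *Foxp2* and *Bcl11b*, which encodes Ctip2, mark the cluster with which the paper associates *Grem1* in single cells. *Bcl11b* rose by 1.15 (adjusted p = 1.0e-08, edgeR). The upper layer list had a median of −2.22 (adjusted p = 0.22), with *Cux1* (−2.63) and *Cux2* (−2.08) lower and *Mef2c* (2.84) higher. The subplate list had a median of −1.29 (adjusted p = 0.53), with *Nr4a2* higher (2.50) and *Lpar1* lower (−3.92), and the Cajal-Retzius list −2.88 (adjusted p = 0.014, or 0.31 with the estimated correlation, and 0.079 by fgsea). The rotation test fry called all 4 of these lists (adjusted p at most 0.033). Of the dopaminergic genes that rose, *Drd1* had a log2 fold change of 3.74 (adjusted p = 1.3e-09, edgeR), from 2.53±0.329 to 33.9±5.10 CPM.

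Lists of other cells were lower in TdTomato+ cells. The median log2 fold change was −4.64 for proliferation (16 of 16 genes lower, camera adjusted p = 3.2e-08), −3.54 for erythroid genes (6 of 6, adjusted p = 0.043), −2.42 for pericytes (3 of 4 called, adjusted p = 0.14), −1.74 for meninges (3 of 4, adjusted p = 0.14) and −0.62 for endothelium (2 of 5, adjusted p = 0.53). It was −5.53 for microglia (8 of 8, adjusted p = 0.0046), or −5.01 with the 4 genes that were at or under the floor in TdTomato+ cells placed at their bound. Without 1 mouse in turn, the erythroid median ran from −4.58 to −3.16, and *Hba-a1* was higher in TdTomato+ cells of 1 of the 5 mice. The 3 choroid plexus genes in the table had a median of −2.17, and this list was described only. Immediate early genes had a median of −1.56 (8 of 10 lower and 2 higher, adjusted p = 0.040). Y-linked genes had a median of 0.27 (adjusted p = 0.64). None of the lists tested here passed an adjusted p of 0.05 when camera estimated the correlation from the libraries. By fgsea the adjusted p was 4.6e-07 for proliferation, 7.3e-07 for microglia, 0.0022 for erythroid genes, 0.081 for immediate early genes, 0.12 for meninges, 0.18 for pericytes, 0.42 for endothelium and 0.85 for Y-linked genes. The rotation test fry called each of these that was tested (adjusted p at most 0.048) except the Y-linked genes (0.18).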
